# Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation

**DOI:** 10.3389/fnmol.2023.1087136

**Published:** 2023-07-27

**Authors:** Aaron Krylov, Shuguang Yu, Kellie Veen, Axel Newton, Aojun Ye, Huiwen Qin, Jie He, Patricia R. Jusuf

**Keywords:** photoreceptor ablation, zebrafish, retinal regeneration, Müller glia, glia heterogeneity

## Abstract

**Introduction:**

Loss of neurons in the neural retina is a leading cause of vision loss. While humans do not possess the capacity for retinal regeneration, zebrafish can achieve this through activation of resident Müller glia. Remarkably, despite the presence of Müller glia in humans and other mammalian vertebrates, these cells lack an intrinsic ability to contribute to regeneration. Upon activation, zebrafish Müller glia can adopt a stem cell-like state, undergo proliferation and generate new neurons. However, the underlying molecular mechanisms of this activation subsequent retinal regeneration remains unclear.

**Methods/Results:**

To address this, we performed single-cell RNA sequencing (scRNA-seq) and report remarkable heterogeneity in gene expression within quiescent Müller glia across distinct dorsal, central and ventral retina pools of such cells. Next, we utilized a genetically driven, chemically inducible nitroreductase approach to study Müller glia activation following selective ablation of three distinct photoreceptor subtypes: long wavelength sensitive cones, short wavelength sensitive cones, and rods. There, our data revealed that a region-specific bias in activation of Müller glia exists in the zebrafish retina, and this is independent of the distribution of the ablated cell type across retinal regions. Notably, gene ontology analysis revealed that injury-responsive dorsal and central Müller glia express genes related to dorsal/ventral pattern formation, growth factor activity, and regulation of developmental process. Through scRNA-seq analysis, we identify a shared genetic program underlying initial Müller glia activation and cell cycle entry, followed by differences that drive the fate of regenerating neurons. We observed an initial expression of AP-1 and injury-responsive transcription factors, followed by genes involved in Notch signaling, ribosome biogenesis and gliogenesis, and finally expression of cell cycle, chromatin remodeling and microtubule-associated genes.

**Discussion:**

Taken together, our findings document the regional specificity of gene expression within quiescent Müller glia and demonstrate unique Müller glia activation and regeneration features following neural ablation. These findings will improve our understanding of the molecular pathways relevant to neural regeneration in the retina.

## 1. Introduction

Vision loss results from dysfunction or death of retinal neurons, and this condition represents a significant global health issue that affects billions of people worldwide (Stevens et al., 2013; Bourne et al., 2017). Irreversible vision loss because of retinal neuron death can be caused by genetic factors, environmental insult as well as age-dependent decline (Gordois et al., 2012). One attractive approach to restore functional vision is to harness the endogenous capacity for neuronal regeneration within the retina.

Unlike humans, zebrafish possess an intrinsic ability to regenerate the retina following injury (Nagashima et al., 2013; Lenkowski and Raymond, 2014) so as to restore visual function (Sherpa et al., 2008). The regenerative capacity of zebrafish is dependent on retinal glial cells, known as Müller glia. During retinal regeneration, Müller glia are capable of cellular de-differentiation through a myriad of genetic (Fausett et al., 2008; Ramachandran et al., 2010, 2012; Gorsuch and Hyde, 2014; Elsaeidi et al., 2018; Thomas et al., 2018; Sharma et al., 2020) and epigenetic changes (Powell et al., 2013; Mitra et al., 2018; Hoang et al., 2020) so as to adopt a stem cell-like state. Subsequent cell proliferation leads to production of clonal progenitors (Vihtelic and Hyde, 2000; Fausett and Goldman, 2006; Bernardos et al., 2007). These progenitors can migrate and differentiate into neurons within sites of tissue damage (Montgomery et al., 2010; Powell et al., 2016; Ng Chi Kei et al., 2017; D'Orazi et al., 2020; Lahne et al., 2021).

Despite mammalian Müller glia showing evidence of cell cycle entry in response to retinal injury (Dyer and Cepko, 2000; Yoshida et al., 2004; Kase et al., 2006; Conedera et al., 2021), these cells do not replace lost neurons and instead form scarring at the site of injury, termed reactive gliosis (Wilhelmsson et al., 2004; Bringmann et al., 2006). Across vertebrates, the gene expression profiles for Müller glia are remarkably conserved (Bringmann et al., 2009a; Thomas et al., 2016), with neuroprotective (Harada et al., 2002; Hauck et al., 2006; Bringmann and Wiedemann, 2012; Furuya et al., 2012; Reichenbach and Bringmann, 2013) and homeostatic roles (Newman et al., 1984; Yamada et al., 1999; Bringmann et al., 2009b; MacDonald et al., 2015) conserved in vertebrate species. Despite such conservation in gene expression and function, there is currently no evidence that Müller glia can generate new neurons within the human. Nevertheless, it is recognized that genes such as *ascl1a* (Fausett et al., 2008), as well as members of the Wnt (Ramachandran et al., 2011), Sonic hedgehog (Thomas et al., 2018), and Hippo signaling pathways (Lourenço et al., 2021) are important mediators of the Müller glia proliferative response in zebrafish. These genes have led to improvements in the neurogenic ability of mammalian Müller glia (Pollak et al., 2013; Ueki et al., 2015; Todd et al., 2016; Yao et al., 2016; Jorstad et al., 2017; Yao et al., 2018; Hamon et al., 2019; Rueda et al., 2019; Jorstad et al., 2020; Lourenço et al., 2021; Todd et al., 2021). Thus, by improving our understanding of Müller glia-driven regeneration in zebrafish, we can better understand neurogenesis in mammalian Müller glia, including in humans.

The gene networks that underlie Müller glia-driven neurogenic responses in vertebrates remains poorly understood. Indeed, while it is known that a subset of Müller glia proliferate following injury (Bailey et al., 2010; Thomas et al., 2016), it is not clear if the regenerative capacity for Müller glia across the entire retina is shared, or if there are region-specific or injury-specific features of such a response. Here, we addressed such issues through a series of single-cell RNA sequencing (scRNA-seq) studies using Müller glia isolated from Tg(*gfap:GFP*) zebrafish through fluorescent activated cell sorting (FACS), whereby GFP expression specifically in mature Müller glia of the retina is under the control of a gene promoter for glial fibrillary acidic protein (GFAP). Through this approach, we describe distinct subpopulations of quiescent and/or resting Müller glia that are regionally distributed across the retina, along the dorsal ventral axis. Further, to determine the response to injury, we generated zebrafish lines to model the loss of specific photoreceptor subtypes and found that distinct subpopulations of Müller glia mount unique regenerative responses. Additionally, we characterized the gene expression modules of Müller glia from quiescence to activation, where we show evidence for three cellular states of Müller glia following photoreceptor injury. Taken together, this study enhances our understanding of the genetic drivers and potential barriers of retinal regeneration in zebrafish that could support our understanding of the potential for human Müller glia to be used to treat neuron loss.

## 2. Methods and materials

### 2.1. Zebrafish husbandry

All zebrafish strains were bred and housed in the *Danio rerio* research facilities within the University of Melbourne and the Walter and Eliza Hall Institute of Medical (ethics approval ID 22235 and 10400), in accordance with local guidelines. All procedures were approved by the Faculty of Science Animal Ethics Committee at the University of Melbourne (approval IDs 1,814,542 and 10,232). Zebrafish embryos were raised at 28.5°C in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) at a maximum density of n = 50 per 50 mL petri dish. E3 medium was supplemented with 0.003% 1-phenyl-2-thiourea (PTU) from 24 h post-fertilization (hpf) to prevent pigmentation and to maintain transparency of zebrafish embryos, prior to sorting for fluorescence signal. Prior to sorting for experiments, transgenic Tg(*gfap:GFP*) larvae were temporarily anesthetized in 0.04% tricaine methanesulfonate (MS-222; Sigma-Aldrich, cat. Number E10521-50G) and could be sorted for GFP signal at any age over 24 hpf. Larvae for Tg(*opn1lws2:nfsb-mCherry*)^uom3^, Tg(*opn1sws2:nfsb-mCherry*)^uom4^, and Tg(*xops:nfsb-mCherry*)^uom5^ strains were treated with the same anesthetic bath to allow for sorting of the nfsb-mCherry signal in larvae older than 72 hpf.

### 2.2. Generation of transgenic lines

DNA constructs were injected into one-cell stage wildtype AB zebrafish embryos, using a FemtoJet microinjector (Eppendorf) and borosilicate glass capillary needle (1.0 mm O.D./0.78 mm I.D./100 mm long capillary). Tg(*gfap:GFP*)^m2001^ zebrafish were generated by Bernardos and Raymond (2006). The photoreceptor promoters were chosen to specifically ablate the subtype expressing the distinct opsin protein, which is a hallmark of the different photoreceptor types. The lws2 promoter (1.77 kbp) and xops promoter (1.38 kbp, Xenopus rhodopsin) were amplified by PCR using specific primers. The primers for the lws2 promoter were 5′-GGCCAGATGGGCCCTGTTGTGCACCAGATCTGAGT-3′ and 5′-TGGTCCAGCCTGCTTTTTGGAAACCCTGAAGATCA-3′, while the xops promoter was amplified from pFIN-XOPS-tdTOMP using forward (5′-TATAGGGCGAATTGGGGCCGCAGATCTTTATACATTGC-3′) and reverse (5′-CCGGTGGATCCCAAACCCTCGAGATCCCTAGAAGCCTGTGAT-3′) primers. The products were subcloned into the pTol-uas:nfsB-mCherry plasmid using the ClonExpress MultiS One Step Cloning Kit to replace the UAS promoter by homologous recombination (Wang et al., 2020). The pTol-uas:nfsB-mCherry plasmid was a gift from Prof. Toshio Ohshima’s lab at Waseda University, Tokyo, Japan. The pTol-sws2:nfsb-mcherry plasmid was a gift from Prof. Rachel Wong at University of Washington, Seattle, Washington, United States (Yoshimatsu et al., 2016). The resulting plasmids, pTol-lws2:nfsB-mCherry, pTol-xops:nfsB-mCherry, and pTol-sws2:nfsb-mcherry, were co-injected with Tol2 transposase mRNA into AB embryos at the one-cell stage. F1 was identified by screening for the mCherry signal. The pFIN-XOPS-tdTOM was a gift from Susan Semple-Rowland (Addgene plasmid # 44359^1^; RRID:Addgene_44359).

Plasmid linearization of Tol2 DNA was achieved using a Quiaquick Kit, while RNA synthesis was carried out using the Ambion message machine kit Sp6.

### 2.3. Single-cell sample preparation

Zebrafish lines Tg(*her4.1:dRFP/gfap:GFP*) was used for control (non-ablated) tissue, while Tg(*her4.1:dRFP/gfap:GFP/lws2:nfsb-mCherry*) and Tg(*her4.1:dRFP/gfap:GFP/sws2:nfsb-mCherry*) were used to obtain long wavelength sensitive (Lws2) cone-ablated and short wavelength sensitive (Sws2) cone-ablated retinal tissue, respectively. Zebrafish larvae from all lines at 6 days post-fertilization (dpf) were exposed to a 10 mM solution of metronidazole for 48 h, either as non-injury control (no nfsb-mCherry) or to specifically eliminate the red or blue cone photoreceptor. At 8 dpf, fish were rinsed in fresh system water and housed in standard conditions. At 9 dpf (3 days post-injury; dpi), fish were humanely killed. Single-cell suspensions of 9 dpf zebrafish (age-matched control and post-injury larvae) were prepared using a specific protocol (Lopez-Ramirez et al., 2016). Retinae were dissected and digested in 350 μL papain solution at 37°C for 15 min. The papain solution was prepared as follows: 100 μL papain (Worthington, LS003126), 100 μL of 1% DNAse (Sigma, DN25), and 200 μL of 12 mg/mL L-cysteine (Sigma, C6852) were added to a 5 mL DMEM/F12 (Invitrogen, 11,330,032). During digestion, retinal tissue was mixed by repeated pipetting 4 to 10 times. Following digestion, 1,400 μL of washing buffer was added, containing 65 μL of 45% glucose (Invitrogen, 04196545 SB), 50 μL of 1 M HEPES (Sigma, H4034), and 500 μL FBS (Gibco, 10,270,106) in 9.385 mL of 1x DPBS (Invitrogen, 14,190–144). All solutions were filtered through a 0.22 μm filter (Millipore) and stored at 4°C prior to use.

### 2.4. 10X Chromium single-cell RNA sequencing

To perform single-cell RNA sequencing (scRNA-seq), cells isolated through fluorescent activated cell sorting (FACS) were loaded onto a Chromium Single Cell Chip (10x Genomics, United States) according to the manufacturer’s protocol. The perdurance of the GFP in the Tg(*gfap:GFP*)^m2001^ enables us to track all glia derived cells including those that have de-differentiated into progenitors as well as those that start differentiating into mature cells (glia and neurons). The scRNA-seq libraries were generated using the GemCode Single-Cell Instrument and Single Cell 3’ Library and Gel Bead kit v2 and v3 Chip kit (10x Genomics, 120,237). Library quantification and quality assessments were performed by Qubit fluorometric assay (Invitrogen) and dsDNA High Sensitivity Assay Kit (AATI, DNF-474-0500). Analysis of DNA fragments was performed using the High Sensitivity Large Fragment -50 kb Analysis Kit (AATI, DNF-464). The indexed library was tested for quality and sequenced using an Illumina NovaSeq 6,000 sequencer with the S2 flow cell using paired-end 150 base pair reads. Sequencing depth was 60 K reads per cell.

### 2.5. Quality filtering and pre-processing

Filtered matrix raw data files were analyzed in R using Seurat. Prior to downstream filtering, the following describes cell numbers for datasets: 8325 (no ablation control), 10,520 (Lws2-ablation) and 7,851 (Sws2-ablation). 

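The deposited matrices held 8336 cell barcodes for the no ablation control, 10557 for Lws2-ablation and 7896 for the library labelled Sws2-ablation, each with counts for 27773 genes. At least 200 genes were detected in 8325, 10520 and 7891 of these cells. For the control and Lws2-ablation these equal the paper's numbers before filtering. The paper's 7851 for Sws2-ablation instead equals the number of cells that passed all filters here.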

Post-filtering and exclusion of non-Müller glia-derived cell types achieved the following cell numbers: 7884 (no ablation control), 9,789 (Lws2-ablation), and 7,542 (Sws2-ablation). 

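The upper limits on genes per cell that the paper set for each library were exceeded by 56 cells of the no ablation control, 22 of Lws2-ablation and 17 of the library labelled Sws2-ablation. Scrublet, which scores each cell by its likeness to simulated doublets, marked 3, 139 and 0 of the cells that passed all filters. Its automatic threshold thus marked almost no cell in the control and none in the library labelled Sws2-ablation. The cells with the highest scores, 537, 870 and 493 at a rate of 0.8% per 1000 kept cells, were therefore removed in an alternative only.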

Low quality cells or cells containing doublets were excluded from all datasets; reads between 200 and 3,500 genes per cell (no ablation control), reads between 200 and 4,500 genes per cell (Lws2-ablation), and reads between 200 and 4,000 genes per cell (Sws2-ablation) were obtained. Cells with a percentage of mitochondrial gene expression of greater than 20% (no ablation control), 35% (Lws2-ablation), and 30% (Sws2-ablation) were excluded from further analysis.

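Mitochondrial counts above these limits were found in 87 cells of the no ablation control, 104 of Lws2-ablation and 26 of the library labelled Sws2-ablation. With the limits on genes, 8190 (98.2%), 10430 (98.8%) and 7851 cells (99.4%) were kept. The kept cells had medians of 1367, 1601 and 1261 genes, and 1.43, 2.23 and 1.90% of their counts were mitochondrial. Cell types other than Müller glia and their progeny were not excluded, so later shares are of all kept cells.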

Samples were analyzed using Seurat::NormalizeData, while variable features for downstream analysis were identified using Seurat::FindVariableFeatures, and scaled using Seurat::ScaleData. An optimal number of principal components (PCs), generated through Seurat::RunPCA, for dimensional reduction were selected using the function Seurat::ElbowPlot. PCs containing the greatest variance were selected. For each sample, 20 PCs were specified, and we selected 13 (no ablation control), 15 (Lws2-ablation) and 15 (Sws2-ablation) PCs. Clustering was performed using the shared nearest neighbor (SNN), graph-based approach through Seurat::FindNeighbours. Uniform manifold approximation and projection (UMAP) plots containing 11 (no ablation control), 12 (Lws2-ablation) and 12 (Sws2-ablation) clusters were prepared using Seurat::FindClusters.

### 2.6. Integration analysis

Samples were integrated by a standard integration protocol for R package Seurat using Seurat::FindIntegrationAnchors and Seurat::IntegrateData. Downstream analysis including data scaling, dimensional reduction and clustering was conducted as per above. A total of 13 PCs (no ablation control vs. Lws2-ablation) and 15 PCs (Lws2-ablation vs. Sws2-ablation) were selected for dimensional reduction.

### 2.7. Cluster gene expression analysis

Markers driving the characterization of each cluster were resolved using Seurat::FindMarkers, with only positive features expressed in at least 25% of cells in each group of cells. Lists of differentially expressed genes generated through this approach were used for gene set enrichment analysis (GSEA), conducted using gprofiler::gost, with statistical significance evaluated using a Benjamini–Hochberg FDR test set at a threshold of 0.05. Relevant terms were selected and plotted in accordance to their negative adjusted *p* value, along with gene ratio (number of genes attributed to the relevant GO term/number of genes in the cluster gene list). Genes mentioned from this cluster characterization analysis were within the top 50 markers.

### 2.8. Trajectory analysis

Pseudotime analysis was conducted using the R package monocle3. Prior to analysis of trajectory and searching for differentially expressed genes, ribosomal protein genes or mitochondrial genes were identified from lists and excluded. The Seurat object was converted to a cell data set (cds), and a subset of cells from quiescent to activated Müller glia cell states was selected using Monocle3::choose_graph_segments and Monocle3::choose_cells. Next, Monocle3::order_cells was used to select the root node, which was in the quiescent cell cluster furthest from the activated cell population in the UMAP plot. In Monocle3::graph_test, we used the principal graph option with Moran’s test statistic to identify significantly differentially expressed genes along the specified trajectory. The q value was set to <0.05 and Moran’s I value set to >0.25. The top 40 differentially expressed genes are presented in a heatmap, hierarchically clustered based on gene modules generated from Monocle::graph_test.

### 2.9. RNA scope *in situ* hybridization

RNAscope probes for *efnb2a*, *fgf24*, and *rdh10a* were generated by ACD company (Shanghai). The experiments were carried out as follows. Larval zebrafish were fixed in 4% PFA at 4°C overnight followed by cryoprotection in 30% sucrose and then were cryosectioned at a thickness of 12 μm. The slices were post-fixed in 4% PFA at room temperature for 15 min and washed with 1 × PBS at room temperature for 3 min. To block the activity of endogenous peroxidase, all slides were treated with 0.1% H_2_O_2_ at room temperature for 30 min. After being washed twice with 1 × PBS at room temperature for 3 min, slides were treated with 10 μg/mL proteinase K (Sigma) diluted in TE (10 mM Tris–HCl, pH 8.0, and 1 mM EDTA, pH 8.0) at 37°C for 8 min, then treated with 4% PFA at room temperature for 10 min. Subsequently, all slides were washed with 1 × PBS at RT for 3 min, followed by the incubation in 0.2 M HCl at RT for 10 min. After washing with 1 × PBS for 5 min, all slices were then incubated with 0.1 M triethanol amine-HCl (662.5 μL triethanolamine and 1.35 mL 1 M HCl; adding water to the final volume of 50 mL, pH 8.0) at room temperature for 1 min and in 0.1 M triethanol amine-HCl containing 0.25% acetic anhydrate at room temperature for 10 min with gentle shaking. Slides were then washed by 1 × PBS at room temperature for 5 min then dehydrated in a series of 60, 80, 95% ethanol baths, and finally twice in 100% ethanol at room temperature for 90 s, respectively. Slides were incubated in the hybridization buffer (50% formamide (Sigma), 10 mM Tris–HCl, pH 8.0, 200 μg/mL yeast tRNA (Invitrogen), 1 × Denhart buffer, SDS, EDTA and 10% dextran sulfate (Ambion) containing 1 μg/mL probes at 60°C overnight). On the second day, slides were washed sequentially in 5 × SSC at 65°C for 30 min, 2 × SSC with 50% formamide at 65°C for 30 min, TNE buffer (100 mL TNE consisting of 1 mL 1 M Tris–HCl, pH 7.5, 10 mL 5 M NaCl, and 0.2 mL 0.5 M EDTA) at 37°C for 10 min and then in TNE buffer with 20 μg/mL RNaseA at 37°C for 30 min. Slides were then incubated with 2 × SSC at 60°C for 20 min, 0.2 × SSC at 60°C for 20 min, and 0.1 × SSC at RT for 20 min. Next, slides were blocked by TN buffer at room temperature for 5 min (200 mL TN buffer consisting of 20 mL 1 M Tris–HCl, pH 7.5, 6 mL 5 M NaCl, and 174 mL water) followed by TNB buffer (TN buffer and 0.5% blocking reagent; Roche) at room temperature for 5 min. Finally, slides were incubated in TNB buffer with anti–DIG-POD (1:500; Roche) at 4°C overnight. On the third day, the signal was detected by the TSATM Plus Cyanine 3/Fluorescein System (PerkinElmer, NEL753001KT).

### 2.10. Metronidazole treatment

For Tg(*lws2:nfsb-mCherry*), Tg(*sws2:nfsb-mCherry*), or Tg(*xops:nfsb-mCherry*) zebrafish larvae processed for immunohistochemical analysis, metronidazole treatment was conducted at 4 dpf for 48 h, leading to ablation of either Lws2 cones, Sws2 cones, or rod photoreceptors, respectively. Zebrafish larvae were exposed to a solution of 10 mM metronidazole (Sigma-Aldrich, cat. Number M3761-100G) in standard fish water. To induce a lesser degree of injury in Tg(*lws2:nfsb-mCherry*) zebrafish, larvae were swum in a solution of 5 mM metronidazole in standard fish water for 2 h. Zebrafish larvae were placed into solution at maximum densities of *n* = 50 larvae per 50 mL petri dish and kept at 28.5°C for the duration of treatment. Control larvae were placed in standard fish water. Zebrafish were rinsed in standard fish water after treatment. For adult zebrafish, these were immersed in a solution of 10 mM metronidazole in standard fish water for 3 consecutive days, while control adult zebrafish were placed in standard fish water, both with these respective baths changed twice a day.

### 2.11. Histological processing

Zebrafish larvae were humanely killed in 4 g/L tricaine, fixed in 4% paraformaldehyde (PFA; Sigma-Aldrich, cat. Number 158127-500G) in PBS overnight at 4°C and subsequently rinsed in PBS. Larvae were then cryoprotected in a 30% sucrose solution in 1x PBS overnight at 4°C before being embedded in OCT (Tissue-Tek) in 10 mm/10 mm/5 mm Tissue-Tek Cryomolds (ProSciTech). Molds containing these tissues were frozen and stored at −20°C. Samples were sectioned at 12 μm thickness using a Microtome Blade (Arthur Bailey Surgico) on a Leica (CM1860) cryostat, with sections transferred onto room-temperature 25 mm/75 mm Menzel Superfrost Plus glass slides (Grale Scientific), allowed to dry for 1 h, and used immediately for immunohistochemistry or stored at −20°C.

### 2.12. Immunohistochemistry

Antibody staining was carried out at room temperature using standard protocols. Antigen retrieval to detect epitopes for antibodies was performed by incubating slides in 150 mM Tris–HCl (pH 9) at 70°C for 20 min, then rinsed for 30 min before overnight incubation in a primary antibody prepared with 5% fetal bovine serum (FBS) blocking solution. Primary antibodies used for this study were as follows: mouse anti-proliferating cell nuclear antigen (PCNA; Santa Cruz Biotechnology, sc-25,290), 1:500; rabbit anti-mCherry (Invitrogen, PA5-34974), 1:500, rabbit anti-Bmpr1b (GeneTex, GTX128200). The next day, slides were rinsed thrice with PBS and then incubated for 2 h in secondary antibody, diluted in the same blocking solution. Secondary antibodies used were as follows: Alexa Fluor 647 nm donkey anti-mouse, 1:500; Alexa Fluor 546 nm goat anti-rabbit, 1:500. Following antibody staining, slides were rinsed thrice with PBS and then stained with 4′,6-diamidino-2-phenylindole (DAPI; 1:10000, Sigma-Aldrich, D9542-10MG) in PBS. Finally, sections were mounted in Mowiol (Sigma-Aldrich, cat. Number 81381-250G) using 24 mm/60 mm glass coverslips (ProSciTech). Slides were stored at 4°C.

### 2.13. Cell death TUNEL staining

Terminal deoxynucleotidyl transferase dUTP nick end labeling was carried out on sections (Roche, 11,684,795,910). All steps were performed at room temperature unless otherwise indicated. Tissue sections were post-fixed with 4% PFA in PBS for 20 min. Slides were rinsed twice in PBS and incubated in 0.1% triton X-100/0.1% sodium citrate buffer for 20 min and rinsed twice in PBS. Following 5 min of air drying, slides were incubated in TUNEL reaction mixture in a dark humid chamber at 37°C for 1 h. Slides were rinsed twice with PBS and then stained with DAPI (1,10,000) in PBS and coverslipped in Mowiol.

### 2.14. Image acquisition and analysis

Images of stained immobilized sections were captured using a Nikon A1 confocal microscope with a 40 x pan-fluor oil-immersion objective lens, with 1.3 numerical aperture. Z-stacks were acquired with a step size of 1 μm. For RNAscope samples, images were taken using an inverted confocal microscope system (FV1200, Olympus) using a 30 x (silicon oil, 1.05 NA) or 60 x (silicon oil, 1.3 NA) objective lens. For each fish, an image of a single retina was obtained. Quantification was conducted using FIJI/ImageJ. To define dorsal, central and ventral regions of the retina, three segments of 60° were partitioned for quantification studies therein. For TUNEL and mCherry comparison between uninjured and each of the injury paradigms, we used FIJI to draw ROIs in dorsal, central or ventral regions of the retinal sections. The loss of mCherry after injury was quantified as pixels/area.

The number of TUNEL labeled cells was manually quantified within each ROI.

### 2.15. Statistical analysis

Data are expressed as mean ± standard error. The number of fish in each condition are specified in the respective graphs. Statistical analyses were conducted using Prism 8 (GraphPad) using a two-way ANOVA followed by a Bonferroni *post hoc* test for multiple comparisons. To determine significance between mCherry-positive glia in the activated population compared to the total glia analyzed, a chi-square test of independence was conducted. To determine significance in TUNEL+ and mCherry comparison before and after injury, the unpaired student’s *t*-test was used (with Welch’s correction applied in case of unequal variances). Statistical significance are as follows: * = *p* ≤ 0.05, ** = *p* ≤ 0.01, *** = *p* ≤ 0.001, or **** = *p* ≤ 0.0001.

### 2.16. Figure creation

Figures were compiled using Adobe Illustrator. Microscope images were arranged in Adobe Photoshop, where brightness was adjusted evenly across channels and images, prior to placement into Illustrator.

## 3. Results

### 3.1. Müller Glia follow a shared quiescence to activation pathway between photoreceptor ablation paradigms

Following neural ablation or cell death in the zebrafish retina, Müller glia that proliferate must first undergo reprogramming from a quiescent to an activated state. First, we characterized the gene expression networks which underlie the switch from quiescence to activation following two injury paradigms; specific ablation of long wavelength sensitive cone photoreceptors (Lws2) in Tg(*lws2:nfsb-mCherry*), or short wavelength sensitive cone photoreceptors (Sws2) in Tg(*sws2:nfsb-mCherry*) zebrafish. Expression of nitroreductase (nfsb) in these cell populations specifically leads to cytotoxicity upon metronidazole exposure (Curado et al., 2007, 2008). We combined our injury lines with Tg(*gfap:GFP*) zebrafish and performed single cell RNA sequencing (scRNA-seq) of fluorescent activated cell sorting (FACS) Gfap-positive cells, 3 days post injury (dpi) in larval zebrafish. 

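Gfap-positive cells from larvae, 9 dpf by the paper's methods, were sorted and sequenced as droplet-based 3′ libraries. In these each RNA molecule carries a unique molecular identifier (UMI). The deposited files hold 3 libraries, 1 each for no ablation, Lws2-ablation and Sws2-ablation, so no difference between conditions has a replicate check and no test was made. By the paper's methods, all larvae had received 10 mM metronidazole for 48 h from 6 dpf. The libraries hold 43017721 UMIs (no ablation), 75131968 (Lws2-ablation) and 52577782 (labelled Sws2-ablation), with medians of 4381, 5858 and 5027 UMIs per cell. The paper states its depth in sequencing reads per cell, whereas the values here use UMIs. Levels are given in CPM, with the UMIs of a gene summed over a group of cells, with exact Poisson intervals. Shares of cells are given with exact binomial (Clopper-Pearson) intervals. All intervals are at 95% and cover counting error only. The authors' counting included an EGFP and an RFP transgene. EGFP was detected in 5575 of 8190 kept cells of the control (68.1%, 1089.7 CPM) and in 5327 of 10430 cells after Lws2-ablation (51.1%, 736 CPM). In the third library it was detected in 40 of 7851 cells (0.509%, 2.21 CPM), which goes against its label as cells sorted from a gfap:GFP line. It is therefore called the library labelled Sws2-ablation throughout. RFP lay at 2496, 2296 and 3308 CPM. The cone opsin gene opn1lw2 lay at 101, 542 and 76.3 CPM over all kept cells, and opn1sw2 at 9.95, 11.5 and 12.5 CPM. The opsin of the ablated cones was thus below the control in neither ablation library. After Lws2-ablation opn1lw2 was instead higher, mainly in photoreceptor lineage-like cells, at 6558 CPM against 1609 CPM in the control, which goes against a plain loss of these cones. Since glia and their progeny were sorted and not the ablated cones, the opsins do not settle the labels, and Lws2-ablation stands below for the library so labelled. The paper names both chemistry versions, v2 and v3, without saying which library used which, so the kit and the condition cannot be told apart.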

By integrating scRNA-seq datasets of Müller glia from Lws2-ablated and Sws2-ablated retinas, we sought to determine commonalities and differences in the Müller glia response (Figure 1). 

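The raw counts that the authors deposited for Lws2-ablation and the library labelled Sws2-ablation were log-normalised and integrated in Seurat on 15 principal components, as the paper describes. The paper does not state its clustering resolution, and 0.8 was used. The 99 genes named in the paper for these data were left out of the features, so that they did not define the clusters they are reported for. Other genes given here, such as leading genes of clusters, the transgenes and most genes of Supplementary Figure 9, were not left out. The 23 clusters were numbered by size and named from markers fixed beforehand. A name needed 3 markers detected in at least 25% of the cells and 2-fold above the mean of the other clusters. Clusters without a name that lay between the quiescent and activated clusters were called intermediate. Differentiating cells are those of the neurogenic precursor-like, photoreceptor lineage-like and inner retinal neuron-like clusters. Clusters without a name held 7.62% of Lws2-ablation cells and 8.70% of the other library's. The limit on the distance of intermediate clusters, set after the clusters were seen, kept 2.04 and 1.99% of cells out of that class. Photoreceptor lineage-like cluster 8 was led by gnb3a, gng13b, vsx1, irx7 and ppp1r14c. Its 10 leading genes held as many fixed markers of photoreceptor lineage (ndrg1b) as of neurogenic precursors (vsx1) and of inner retinal neurons (nsg2), so its name is not secure. With this cluster unnamed, a choice made after the data were seen, photoreceptor lineage-like cells made up 4.26 and 3.73%, and differentiating cells 29.4 and 13.6%.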

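Quiescent cells made up 24.9% (24.1 to 25.8%; 2599 cells) of Lws2-ablation cells and 32.1% (31.1 to 33.2%; 2523 cells) of the library labelled Sws2-ablation, a difference of -7.22 percentage points (-8.54 to -5.89). Of these quiescent clusters, cluster 4 was led by the immune genes ifi45, ifi46, cxcl18b and cd99, and cluster 5 by c7b and the stress genes bag3 and hspb8. Intermediate cells made up 12.7 and 19.2%. Activated cells, which carried markers of proliferation, made up 19.7% (19.0 to 20.5%; 2056 cells) and 20.0% (19.1 to 20.9%; 1569 cells). Their difference of -0.272 percentage points (-1.44 to 0.892) was within counting error. Of cells thinned to 1000 UMIs, 10.5% (9.94 to 11.2%) and 7.73% (7.12 to 8.37%) held at least 3 UMIs of the markers of proliferation. At least 5 were held by 5.26 and 3.11%. These shares depend on the part of a cell's UMIs that the markers take as well as on the number of dividing cells. They thus do not settle whether the activated shares differ. Shallower cells, 576 and 579, were left out, and the unthinned shares were 23.6 and 22.3%, and 20.1 and 18.5%. The difference in quiescent cells moved most when the libraries were merged without integration, to 1.10 points. Some leading genes of the clusters differed between the libraries. With all genes that differed 2-fold between them left out as well, a choice made after the data were seen, quiescent cells made up 25.1 and 31.3% and activated cells 20.2 and 20.5%. Every comparison with the second library is with one whose cells almost all lacked EGFP.

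**Figure D1:**
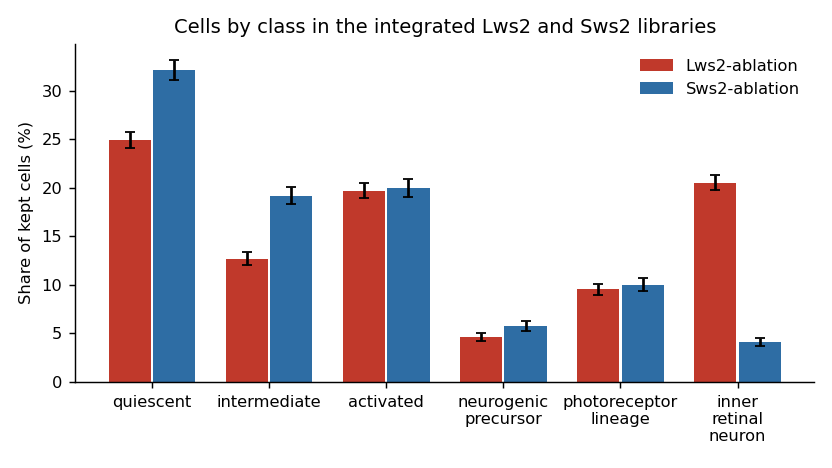
Share of kept cells (%) in each class for Lws2-ablation (red) and the library labelled Sws2-ablation (blue), 1 library each. Error lines are exact 95% binomial intervals. Activated cells lie at 19.7 and 20.0%, and inner retinal neuron-like cells at 20.5 and 4.10%.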

Regardless of injury, quiescent and proliferative clusters were conserved across both datasets. However, the main differences were observed in clusters containing differentiating Müller glia-derived progenitor cells, expressing *gria2b*, *pou3f3b*, *elav3* and *elav4*, all markers of neuronal differentiation (Figures 1A,B). 

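Differentiating cells made up 34.7% (33.8 to 35.6%; 3617 cells) of Lws2-ablation cells and 19.9% (19.0 to 20.8%; 1561 cells) of the library labelled Sws2-ablation, a difference of 14.8 percentage points (13.5 to 16.1). Among the alternatives, doublets removed at the expected rate moved this difference most, to 9.14 points. With the genes that differed between the libraries left out it was 14.9 points. With each library clustered alone the order was reversed, with 24.2 and 29.7% differentiating cells. Unnamed clusters then held 17.5 and 4.89% of cells. The direction of the difference thus depended on the clustering. Inner retinal neuron-like cells, clustered in this way, still made up 19.8 and 2.05%. In the joint clustering most of the difference lay in these cells, which numbered 2141 and 322. Inner retinal neuron-like clusters 14 (719 and 11 cells) and 21 (134 and 0 cells) came almost wholly from 1 library, so they cannot be told from a property of that library. Photoreceptor lineage-like cells made up 9.56 and 10.0%, and neurogenic precursor-like cells 4.59 and 5.76%. Within differentiating cells, gria2b (ENSDARG00000052765) had 522 UMIs (27.4 CPM) after Lws2-ablation and 29 (3.86 CPM) in the other library, a log2 ratio of 2.83 (2.29 to 3.42). For pou3f3b (ENSDARG00000095896) there were 513 and 23 UMIs, a log2 ratio of 3.13 (2.53 to 3.81). The genes written elav3 and elav4 are listed in the files as elavl3 (ENSDARG00000014420) and elavl4 (ENSDARG00000045639). Their log2 ratios were 1.54 (1.48 to 1.60), from 1063 and 365 CPM, and 2.60 (2.48 to 2.72), from 466 and 76.9 CPM. Thinning every cell to 1000 UMIs moved the median of the 4 ratios from 2.71 to 3.19, and removing doublets moved it to 3.35. Within inner retinal neuron-like cells alone the ratios were 1.63, 1.92, 0.34 and 1.41. In these cells the 4 genes lay at 41.5, 41.9, 1663.5 and 729 CPM after Lws2-ablation. In the no ablation control, classed by its integration with Lws2-ablation, they lay at 38.2, 49.1, 1838 and 1239 CPM. None was thus clearly above the control within these cells. Over all differentiating cells the control had 13.4, 17.5, 616 and 402 CPM, below Lws2-ablation for each gene. The lower side of each ratio is the library in which EGFP was almost absent.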

Understanding the molecular pathways that guide the activation of stem cells is of great interest for studying regeneration. To investigate this, we isolated quiescent and activated Müller glia clusters and constructed a pseudotime trajectory (Figures 1C,D) to determine the activation of gene modules which accompany the changes between these two cellular states (Figures 1C–G).

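The 11581 quiescent, intermediate and activated cells of both ablation libraries (5982 and 5599) were ordered by diffusion pseudotime in scanpy in place of monocle3, which was not available. The order used 15 neighbours and 10 diffusion components on the integrated principal components. It started at the centre of quiescent cluster 6, the quiescent cluster farthest from the activated cells. The order was divided into 20 bins of 579 or 580 cells. For each gene with at least 20 UMIs in a library, the bin with its highest CPM was taken as its place, bin 1 being the most quiescent.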

**Figure 1:**
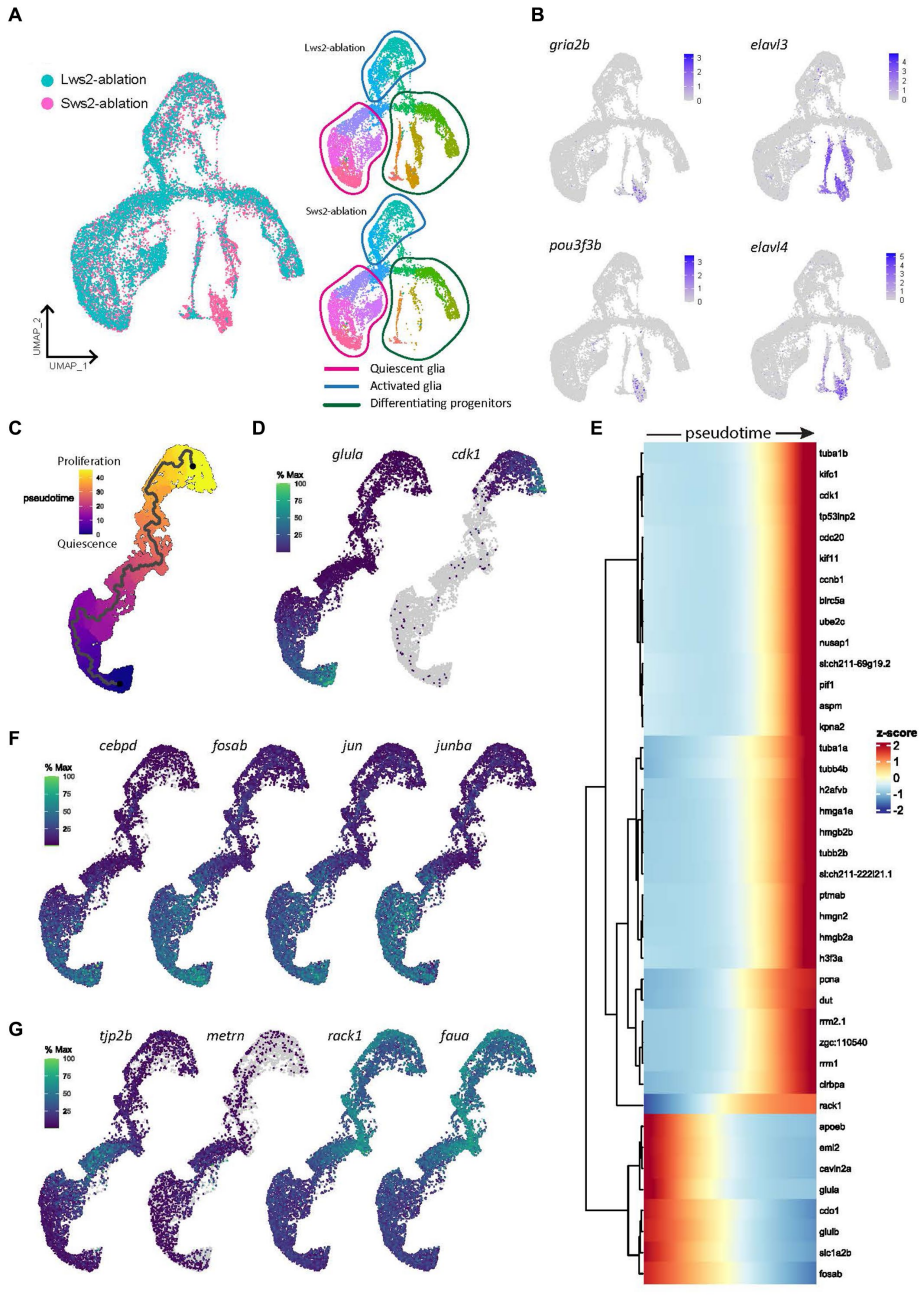
Gene expression modules in activated Müller glia following photoreceptor ablation. **(A)** UMAP plot of integrated Lws2 and Sws2-ablation scRNA-seq samples. **(B)** Differences in clusters between photoreceptor ablation samples is associated with differentiating Müller glia-derived progenitor cells. **(C,D)** Trajectory of integrated dataset along pseudotime from quiescent (*glula*) to late proliferating (*cdk1*) Müller glia. **(E)** Heatmap showing the top 40 differentially expressed genes along pseudotime from left to right, grouped together by gene modules. **(F,G)** Expression plots of differentially expressed markers along pseudotime.

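For 37 genes of the paper's modules, Spearman's rho between the place of the module and the bin of the highest level was 0.974 after Lws2-ablation and 0.975 in the library labelled Sws2-ablation. Modules 1 and 2, 4 and 5, and 6 and 7 shared a place, and the transient module, to which the paper gives no number, was set between modules 2 and 3. Without its 6 genes, a choice made after the data were seen, rho over 31 genes was 0.959 and 0.960. It runs across genes, which are not independent replicates. Both libraries share a joint order of cells, so their values are not independent of each other. Over the 8 alternatives for which it was computed, rho with the transient module stayed between 0.954 and 0.977. The median bin was 1 and 1 for modules 1 and 2, 14 and 16 for module 3, 18.5 and 19 for modules 4 and 5, and 20 in both for modules 6 to 8.

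**Figure D2:**
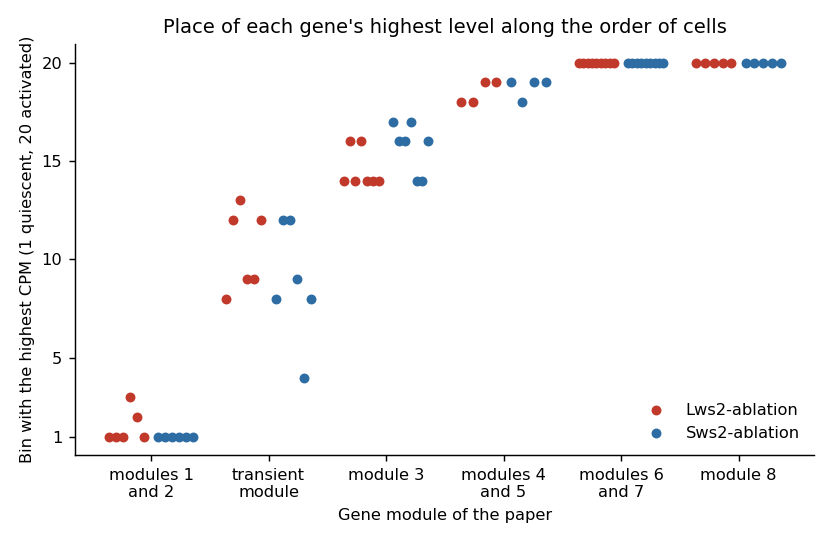
Bin with the highest CPM for each gene of the paper's modules, after Lws2-ablation (red) and in the library labelled Sws2-ablation (blue), 1 point per gene. Bin 1 is the quiescent end and bin 20 the activated end. All genes of modules 6 to 8 lie in bin 20 in both libraries.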

Eight temporally expressed gene modules along pseudotime were observed (Figure 1E). 

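From the first to the last bin, glula (ENSDARG00000099776) fell from 19050 to 124 CPM after Lws2-ablation and from 9986 to 84.96 CPM in the other library. The corresponding levels of rlbp1a (ENSDARG00000012504) were 3724 and 108 CPM, and 3311 and 105 CPM. For glulb, slc1a2b, apoeb and atp1a1b the level in the last bin was also below that in the first, for example 24346 and 247 CPM for apoeb after Lws2-ablation. The highest level lay between bins 1 and 3 for all 6 genes in both libraries. Over 7 alternatives it lay no later than bin 4, except for rlbp1a. For rlbp1a it reached bin 11 after Lws2-ablation and bin 10 in the other library.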

The first and second modules showed expression of genes related to mature Müller glia (*glula, glulb,* and *rlbp1a*) and retinal homeostasis (*slc1a2b*, *apoeb*, and *atp1a1b*). Fos and Jun-family members, transcriptional regulators that dimerize to form AP-1 transcriptional regulators involved in regulation of cell proliferation and differentiation, were also highly expressed in these Müller glia. Additionally, *cdo1* and *cebpd* associated with cell proliferation and differentiation were upregulated, as well as *mlc1a*, associated with Müller glia resting state across vertebrate species (Hoang et al., 2020). However, as Müller glia transitioned to an activated state, they repressed expression of these genes, and temporally activated a module including transient expression of genes including *notch3* and *her12*, *id1* (Inhibitor of DNA binding), the glial differentiation gene meteorin (*metrn*) and the tight junction protein-encoding gene *tjp2b* (Figure 1G, Supplementary Figure 1).

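Among the 10 Fos and Jun family genes with enough UMIs, the median bin of the highest level was 1 after Lws2-ablation and 2.5 in the library labelled Sws2-ablation. In the first bin, fosab lay at 11977 and 7803 CPM and jun at 8080.2 and 5722 CPM in these libraries. In the last bin, fosab lay at 1338 and 1152 CPM and jun at 1408 and 1335 CPM. No level of the control is set beside these, so an effect of ablation is not drawn from them. The paper warns of artefacts in glia from enzymatic preparation of single cells, and such an effect on these genes was not tested. The family also held genes near the detection limit, such as fosaa (33 and 21 UMIs over all bins) and fosl1b (57 and 29 UMIs), whose highest bins (17 and 19 for fosl1b) rest on few counts.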

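In the first and last bins, cdo1 (ENSDARG00000099389) lay at 2594 and 29.1 CPM after Lws2-ablation, and cebpd (ENSDARG00000087303) at 4259 and 83.4 CPM. The files hold no mlc1a, and mlc1 (ENSDARG00000063026) was used. It lay at 155 CPM in the first bin and 0.208 CPM in the last. In the library labelled Sws2-ablation the first and last bins gave 2621 and 57.0 CPM for cdo1 and 116 and 0.736 CPM for mlc1.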

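For the 6 genes of the transient module the median bin of the highest level was 10.5 after Lws2-ablation and 8.5 in the library labelled Sws2-ablation. After Lws2-ablation, her12 (ENSDARG00000032963) lay at 433 CPM in the first bin, 3526 CPM at its highest in bin 12 and 527 CPM in the last. For metrn (ENSDARG00000030367) these levels were 37.6, 213 and 5.81 CPM, and for tjp2b (ENSDARG00000023443) 110.0, 826 and 86.7 CPM. In the library labelled Sws2-ablation the maximum of her12 lay in bin 12 too (2276 CPM), and that of tjp2b in bin 8 (1075 CPM). Over 7 alternatives the latter lay between bins 8 and 12, which holds its bin after Lws2-ablation (12), so no difference between the libraries is drawn from it.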

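Ribosomal and translation genes were highest in the later bins. After Lws2-ablation, faua (ENSDARG00000099022) lay at 1486 CPM in the first bin, 6121 CPM in bin 14 and 4260 CPM in the last, and rack1 (ENSDARG00000041619) at 1101, 5216 and 3483 CPM. The translation elongation factor gene eef1a1l1 (ENSDARG00000020850) lay at 3616, 9995 and 8297 CPM. The 7 genes of this group, with eef1g, eef1b2, eef2b and si:dkey-151g10.6, had their highest level between bins 14 and 16 after Lws2-ablation and between 14 and 17 in the library labelled Sws2-ablation.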

The third module of gene expression involved ribosomal genes *faua* and *rack1*, *si:dkey-151 g10.6*, and Eef-family genes (*eef1g*, *eef1a1l1*, *eef1b2* and *eef2b*). These genes, which are induced as Müller glia dedifferentiate (lose glia marker expression) and enter the cell cycle, are likely important in driving this regenerative cascade (Figures 1E,G, Supplementary Figure 2). Upon entering the cell cycle, Müller glia upregulate ribonucleotide reductase encoding genes *rrm1* and *rrm2.1* (module four), as well as the S-phase markers *pcna* (proliferating cell nuclear antigen) and *dut* (deoxyuridine triphosphatase), in module five. 

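In both libraries, rrm1 and rrm2.1 were highest in bin 19 and pcna in bin 18. For dut it was bin 18 after Lws2-ablation and bin 19 in the other library, where it lay in bin 18 or 19 over 7 alternatives. In that library rrm1 lay between bins 18 and 20 over these alternatives, and rrm2.1 in bin 19 or 20. Module 5 was thus not seen to follow module 4 in this order. From the first bin to the highest, rrm2.1 (ENSDARG00000078069) rose from 16.0 to 2189.8 CPM after Lws2-ablation and from 16.1 to 1597 CPM in the other library, and pcna (ENSDARG00000054155) from 78.5 to 1919.6 and from 57.5 to 1751 CPM. In the last bin pcna had fallen to 597 and 688 CPM.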

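The HMG gene hmgb2a (ENSDARG00000029722), shown in Figure 1E, rose from 292 to 8802 CPM after Lws2-ablation and from 272 to 6746 CPM in the other library between the first and the last bin. For hmgn2 (ENSDARG00000099572) these levels were 417 and 20450 CPM, and 475 and 16004 CPM. For the tubulin gene tuba1a (ENSDARG00000001889) they were 119 and 2281 CPM, and 132 and 2251 CPM. The histone and HMG genes hmgb2b, hmga1a, h2afvb and h3f3a and the tubulin genes tubb2b and tubb4b were likewise highest in the last bin of both libraries. The bins did not separate modules 6 and 7.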

Next, the following two modules six were enriched for genes relating to chromatin remodeling, expressing histone mobility group (HMG) genes *hmgb2e*, *hmgn2*, *hmgb2b*, *hmga1a* as well as other histone-associated genes (*h2afvb* and *h3f3a*), as well as the cytoskeleton, expressing alpha tubulin (*tuba1a*) and beta tubulin (*tubb2b* and *tubb4b*) genes. Finally, module eight reflects Müller glia progressing into G2/M phase, with expression of *cdk1*, *cdc20*, *nusap1* and the kinesin family member genes *kifc1* and *kif11* (Figure 1E, Supplementary Figure 2). Thus, these data suggest functional competencies adopted by Müller glia that sequentially underpin gene expression as they exit their quiescent state to move toward a proliferative state.

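After Lws2-ablation, cdk1 (ENSDARG00000087554) lay at 1.66 CPM in the first bin and 593 CPM in the last, cdc20 at 0.553 and 302 CPM, and nusap1 at 5.53 and 933 CPM. In the library labelled Sws2-ablation, cdk1 lay at 2.30 and 425 CPM. The kinesin genes kifc1 and kif11 reached 337 and 275 CPM in the last bin after Lws2-ablation and 241 and 167 CPM in the other library. These 5 genes shared the last bin with modules 6 and 7.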

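In the no ablation control, whose classes come from its integration with Lws2-ablation, glula lay at 20231 CPM in quiescent, 6922 CPM in intermediate and 832 CPM in activated cells. The corresponding levels were 411, 1564 and 977 CPM for her12, 4430.2, 7369.9 and 10069 CPM for eef1a1l1, and 54.5, 44.2 and 1308 CPM for pcna. From the order of the modules, the paper proposes that Müller glia adopt successive functional competencies as they leave quiescence and move toward proliferation.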

### 3.2. Regional differences in Müller glia regenerative ability exist in the zebrafish retina

Previous studies indicate that the recruitment of Müller glia to enter this neurogenic pathway is dependent on the proximity to, and size of neural injury (Wan et al., 2014; Powell et al., 2016; Ng Chi Kei et al., 2017). However, whether all Müller glia are capable of proliferating and subsequently contributing to regeneration has not been systematically tested. We generated a variety ablation models that target specific photoreceptor subtypes (Figures 2A–H), which differ in their relative abundances and distribution across the larval zebrafish retina (Noel et al., 2021). These were the previously mentioned cone photoreceptor ablation models Tg(*lws2:nfsb-mCherry*) and Tg(*sws2:nfsb-mCherry*), as well as the rod (Xops) photoreceptor ablation model Tg(*xops-nfsb-mCherry*). Additionally, we optimized a lesser injury model in Tg(*lws2:nfsb-mCherry*) fish through weaker chemical induction of photoreceptor damage that was similar in extent to the ablation observed in Sws2 and Xops ablation paradigms, allowing us to minimize differences driven by injury extent. The injury extent across different spatial regions of the retina (correlated to the relative abundance of these different photoreceptors in each of the spatial regions) was quantified by measuring loss of mCherry photoreceptors and increase in TUNEL labeled cells in the outer nuclear layer at 2 dpi (Supplementary Figure 3). As can be seen, most mCherry labeled photoreceptors have started to be cleared from the three larger injury by this time. In the small Lws2 injury, we see individual photoreceptors with abnormal morphology and increased mCherry staining, particularly in the central retina (Figure 2F, Supplementary Figure 3). This might be because in the smaller injury, the reduction in cytoxin generated (less metronidazole prodrug per cell) might delay cell death and cell clearance compared to the other injury. For the cell death quantification using TUNEL, we specifically quantified the number of TUNEL+ in the ONL including colabelled DAPI nuclear staining (Supplementary Figure 3, arrowheads). Of note, some of the TUNEL+ may also be indicative of non-nuclear labeling associated with necrotic cell death or cell lysis (Moore et al., 2001). Signal in the green channel is also observed in the outer segments in the photoreceptors due to background signal in this layer often observed and seen both in uninjured and injured retinal sections.

**Figure 2:**
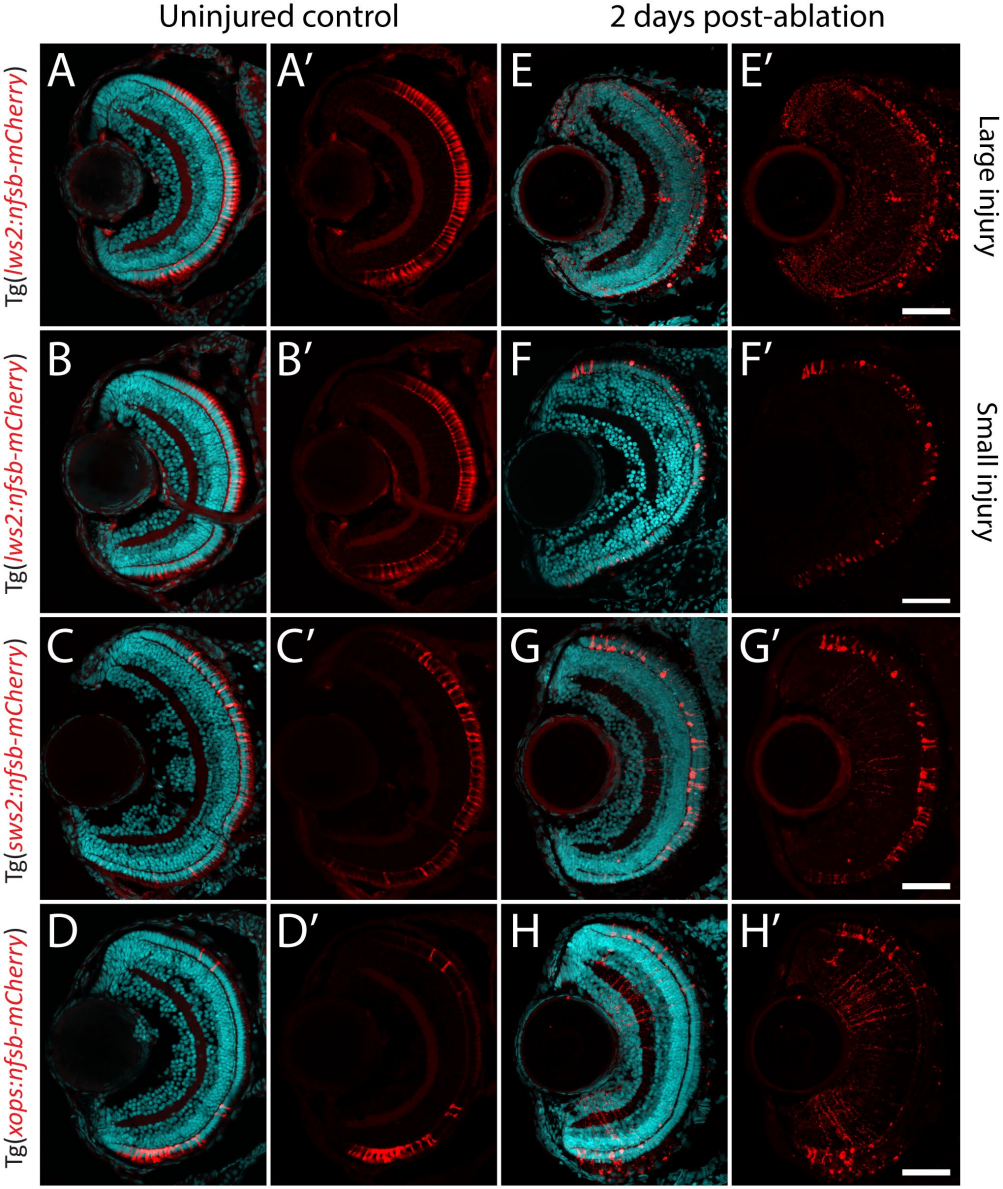
Photoreceptor ablation paradigms differing in subtype targeted, injury extent and injury location. **(A–D)** Distribution of mCherry positive, and nitroreductase (nfsb)-expressing long wavelength sensitive (Lws2) cones **(A,B)**, short wavelength sensitive (Sws2) cones **(C)** and rod (Xops) photoreceptors **(D)**. **(E–H)** Ablation of these photoreceptor subtypes is observed within 2 days exposure of metronidazole. A reduced metronidazole concentration and exposure duration leads to a smaller injury scale **(B,F)** compared to the original Lws2 injury **(A,E)**. Scale bar = 50 μm.

With this approach, we quantified the percentage of Müller glia positive for proliferating cell nuclear antigen (PCNA) in our Tg(*gfap:GFP*) zebrafish crossed to either Tg(*lws2:nfsb-mCherry*), Tg(*sws2:nfsb-mCherry*), or Tg(*xops:nfsb-mCherry*) at 48 and 72 h post-injury (hpi), as a readout of the quiescent Müller glia that were activated to drive the regenerative neurogenic response (Figures 3A–H). Following widespread Lws2-ablation (Figures 3A,B), the majority of PCNA-positive, proliferating glia were found in the central sector (24.4 ± 2.8% at 48 hpi, 26.0 ± 3.5% at 72 hpi) and dorsal sector (19.8 ± 2.9% at 48 hpi, 22.1 ± 3.10% at 72 hpi), with no significant differences between these sectors at either time point recorded. In contrast, the proportion of proliferating Müller glia in the ventral sector was significantly reduced when compared to dorsal (*p* < 0.001) and central (*p* < 0.0001) Müller glia at both 48 (2.62 ± 1.70%) and 72 hpi (4.88 ± 2.94%), despite Lws2 cones being abundant in this region as well. This same pattern was observed following our smaller Lws2-ablation (Figures 3C,D); dorsal (8.4 ± 2.1%; *p* = 0.03) and central (12.7 ± 3.1%, p < 0.001) Müller glia showed significantly higher proliferation than ventral Müller glia (1.2 ± 0.9%) at 48 hpi. No significant difference in proliferation was observed at 72 hpi between Müller glia in dorsal (5.2 ± 2.2%), central (7.5 ± 1.7%), and ventral (1.3 ± 0.8%) domains.

**Figure 3:**
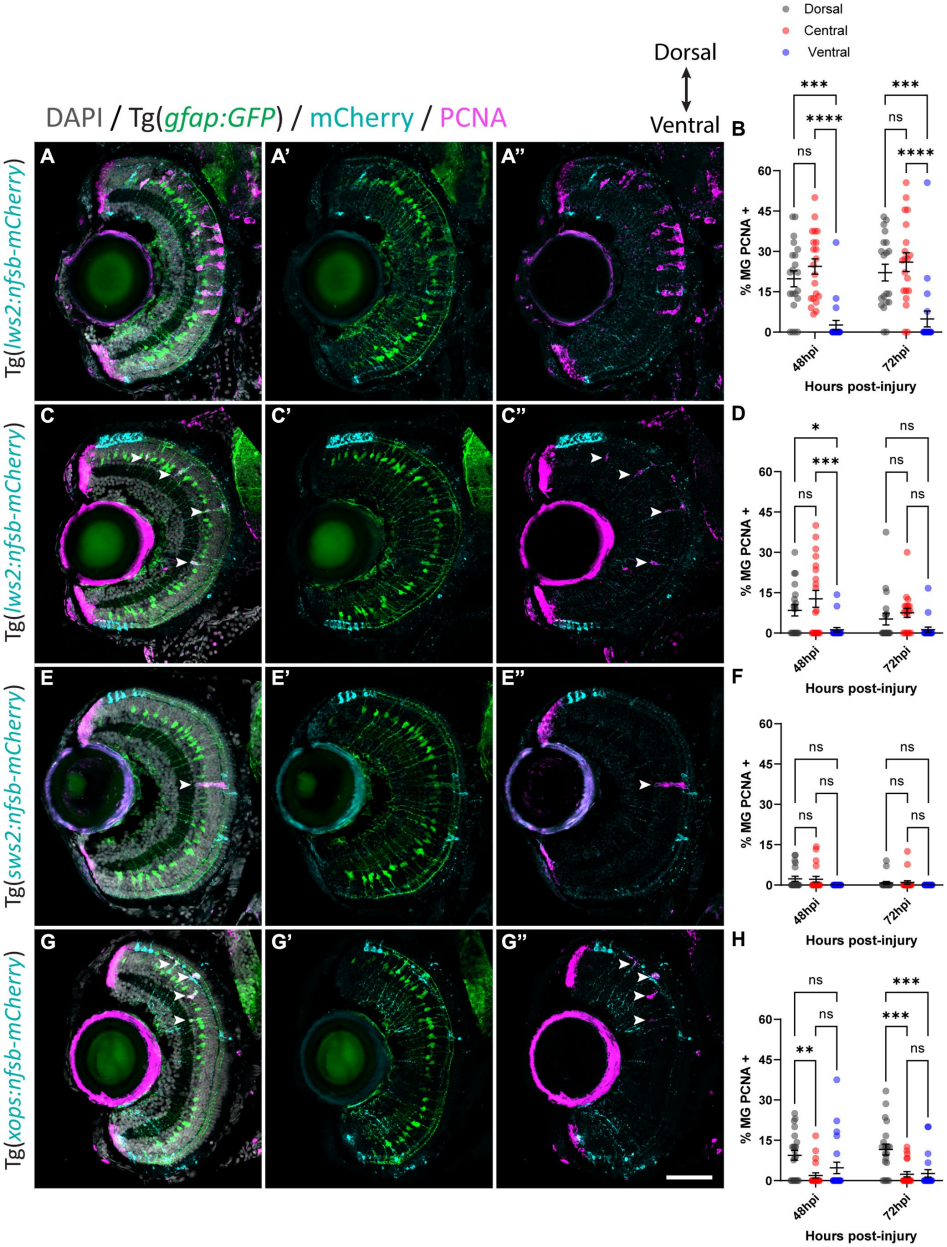
Müller glia subpopulations along the dorsal to ventral axis differ in their regenerative ability. Response of Müller glia following widespread Lws2 **(A)**, smaller Lws2 **(C)**, Sws2 **(E)** and Xops **(G)** ablation. Proliferation of Müller glia (labeled for PCNA; pink – see arrowheads) expressing GFP (green), driven by the promoter for glial fibrillary acidic protein (*gfap*). Nuclei are shown in gray. All retinal sections are orientated dorsal (top) to ventral (bottom). Quantifications of PCNA-positive Müller glia for each injury at 48 and 72 h post injury (hpi) in dorsal, central and ventral sectors **(B,D,F,H)**. Scale bar = 50 μm.

Minimal Müller glia proliferation was observed following Sws2-ablation (Figures 3E,F), which has been previously reported in zebrafish (D'Orazi et al., 2020). PCNA-positive Müller glia were only observed at 48 hpi (2.3 ± 0.9% and 2.2 ± 1.1%) and 72 hpi (0.8 ± 0.5% and 1.0 ± 0.7%) in dorsal and central sectors of the retina, respectively. Ventrally located PCNA-positive Müller glia were not observed following Sws2-ablation. After Xops ablation (Figures 3G,H), which are more abundant in the ventral and dorsal regions of the retina at these larval stages, Müller glia activation occurred predominantly at the site of neural cell death consistent with previously published results (Lenkowski and Raymond, 2014). We observed only very minimal proliferation of central Müller glia (1.9 ± 1.0% and 2.4 ± 1.0%) at 48 and 72 hpi, respectively. Indeed, most of the proliferating Müller glia were detected in the dorsal domain (9.4 ± 1.8% at 48 hpi and 11.6 ± 2.1% at 72 hpi). However, ventrally located Müller glia proliferated, at a reduced capacity compared to dorsally located Müller glia (4.8 ± 2.1% at 48 hpi; *p* = 0.1 and 2.7 ± 1.4% at 72 hpi; *p* < 0.001).

### 3.3. Regardless of photoreceptor subtype ablated, the majority of Müller glia contribute to debris phagocytosis

Following rod ablation, proliferative Müller glia were predominantly located in the peripheral (dorsal and ventral) retina, which matched the overall distribution of rod photoreceptors (mCherry-positive) at this age (Figures 2D,H). Thus, we assessed if the differences in capacity for activation of Müller glia are influenced by signals local to the site of injury. Specifically, we investigated phagocytosis of dying cells and their debris, which can influence behavior Müller glia following injury (Sakami et al., 2019; Lew et al., 2022) including Müller glia proliferation (Bailey et al., 2010; Nomura-Komoike et al., 2020). For this, we quantified the number of mCherry containing presumed phagocytic Müller glia and compared this to the Müller glia re-entering the cell cycle (PCNA-positive) after widespread Lws2, smaller Lws2 and rod ablation, as these resulted in a substantial Müller glia proliferative response (Figure 4). As shown, we found that more Müller glia contained mCherry-positive debris than expressed PCNA in the small Lws2 cone and rod ablation studies, yet more Müller glia re-entered the cell cycle in the widespread Lws2 cone ablation (Figures 4A–L). In all cases, we found a significantly higher proportion of phagocytic (mCherry-positive) Müller glia within the proliferative population compared to the total Müller glia cohort at 48 hpi (22% vs. 13% Lws2 big injury; 69% vs. 48% Lws2 small injury; 87% vs. 46% Xops injury; *p* < 0.0001) and 72hpi (25% vs. 14% Lws2 big injury; 62% vs. 33% Lws2 small injury; 76% vs. 42% Xops injury; *p* < 0.0001; Figures 4H,J,L). Thus, Müller glia that phagocytose substantial amounts of dying photoreceptors are significantly more likely to respond to injury and mount a regenerative response, consistent with phagocytosis being one of the cellular processes that may convey injury signals to recruit Müller glia for regeneration.

**Figure 4:**
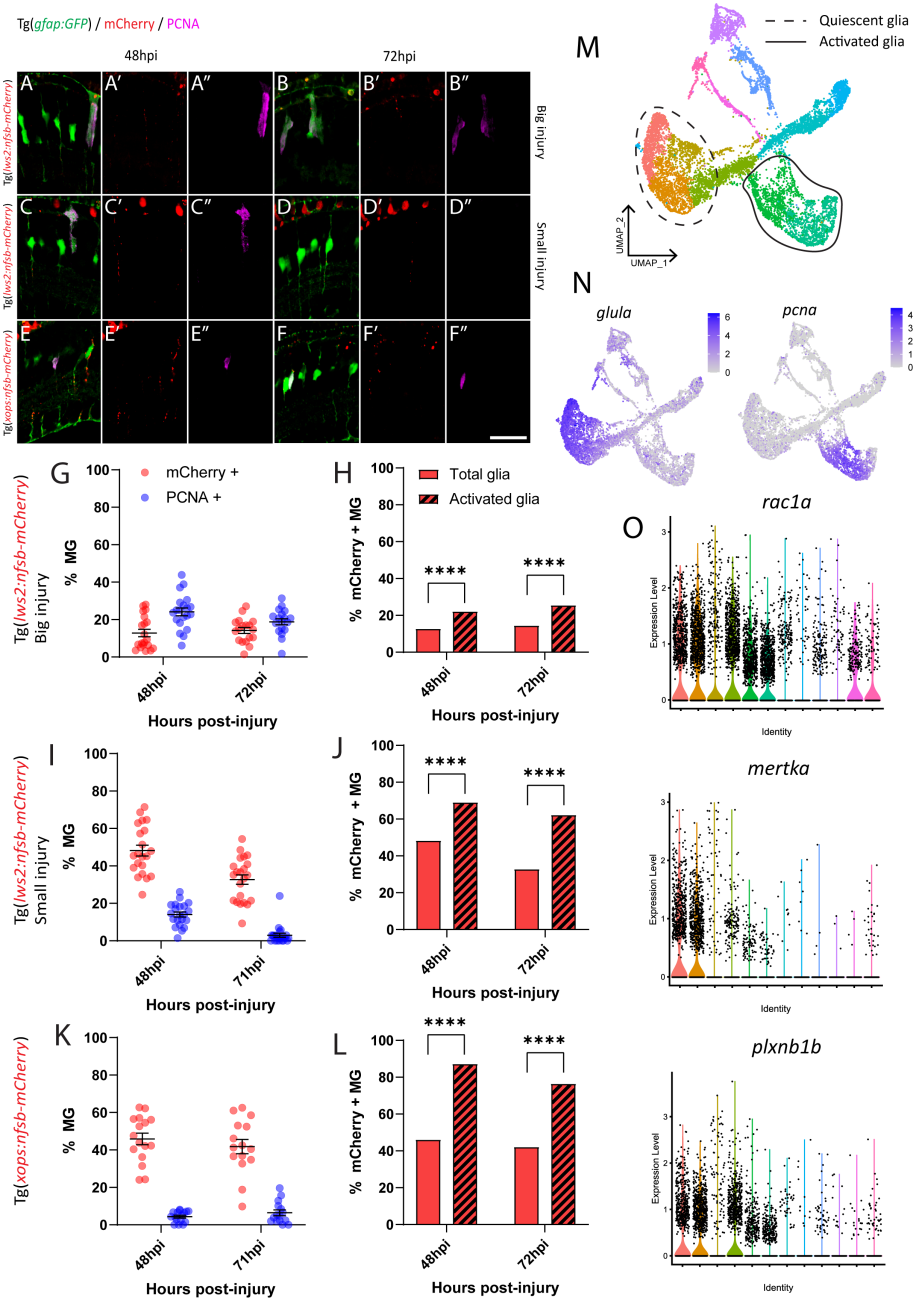
Investigation of phagocytosis and proliferation by Müller glia following photoreceptor ablation. **(A–F)** Micrograph images of Müller glia (Gfap-positive; green) detecting proliferative marker PCNA (pink) and photoreceptor debris (red) across three photoreceptor ablation paradigms. **(G,I,K)** Quantifications of the percentage of debris-containing, and proliferating Müller glia. **(H,J,L)** Cell counts presented as proportions of debris-containing Müller glia in PCNA+ and PCNA- populations. **(M)** UMAP plot of quiescent (dotted line) and proliferative (solid line) Müller glia clusters expressing *glula* and *pcna, respectively*, **(N)** from Lws2 ablation scRNAseq sample. **(O)** Violin Plots of the expression of phagocytosis associated markers *rac1a*, *mertka*, and *plxnb1b*. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

Additionally, we wanted to detect even minute levels of mCherry debris, which may not have been visible after standard immunofluorescence (and antigen retrieval) methodology. This was conducted through repeating analysis of mCherry-positive and PCNA-positive Müller glia using an mCherry antibody with all injury paradigms (Supplementary Figure 4). Surprisingly, we indeed found that the majority of Müller glia contained mCherry-positive debris when stained with antibodies against mCherry at 24 hpi (99.4 ± 0.4%, 80.7 ± 7.6%, 73.2 ± 11.2% and 74.8 ± 6.2%), 48 hpi (99.7 ± 0.3%, 88.9 ± 5.9%, 85.1 ± 5.3% and 81.3 ± 3.7%), 72 hpi (99.6 ± 0.4%, 85.5 ± 4.3%, 81.5 ± 5.5% and 81.2 ± 4.4%) and 96 hpi (95.2 ± 2.8%, 73.4 ± 5.0%, 78.8 ± 5.8% and 73.4 ± 4.1%) in our widespread Lws2, smaller Lws2, Sws2 and Xops-ablations, respectively, Supplementary Figures 4A–H. Thus, the proportion of proliferating (activated) and total (including quiescent) Müller glia that contained any mCherry debris was both very high, when including those with substantial debris (analyzed above) as well as those with debris that could only be visualized after antibody staining. Thus, while we did still observe that proliferating Müller glia were significantly more likely to contain mCherry debris in our smaller Lws2 ablation at 72 hpi (*p* = 0.04), and rod photoreceptor ablation models at 48 hpi (*p* = 0.03, Supplementary Figures 4I–K), phagocytosis does not seem to be sufficient for Müller glia activation. Correlating this to our scRNAseq data, we found that phagocytosis-associated markers are also upregulated following injury specifically in both quiescent and proliferating Müller glia cell clusters (Figures 4M–O), consistent with this cellular process preceding de-differentiation and cell cycle re-entry. Thus, phagocytosis alone does not seem to be sufficient as a functional process to activate the injury response in glia, but is significantly correlated to Müller glia activation.

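Classes were taken from the integration of the no ablation control with Lws2-ablation. In quiescent cells, rac1a (ENSDARG00000074849) lay at 116 CPM in the control and 155 CPM after Lws2-ablation, a log2 ratio of 0.42 (0.34 to 0.50). For plxnb1b (ENSDARG00000017211) the levels were 44.1 and 101 CPM, a log2 ratio of 1.20 (1.08 to 1.32). In contrast, mertka (ENSDARG00000074695) lay at 132 and 97.6 CPM, a log2 ratio of -0.44 (-0.53 to -0.34). In activated cells the log2 ratios were 0.28 (0.10 to 0.45) for rac1a, 0.49 (0.14 to 0.85) for plxnb1b and -1.41 (-1.82 to -0.99) for mertka, from 15.5 and 5.83 CPM. Thinning every cell to 1000 UMIs moved plxnb1b most, to 0.057 in activated cells. Of quiescent cells thinned in this way, rac1a was detected in 10.8% in the control and 14.7% after Lws2-ablation, mertka in 12.1 and 9.56%, and plxnb1b in 3.85 and 9.47%. Shallower cells, 192 of 4499 and 264 of 2523, were left out. Unthinned, the shares were 39.0 and 50.5% for rac1a, 41.2 and 37.5% for mertka and 17.1 and 37.6% for plxnb1b, at median depths of 4391 and 5851 UMIs. Thinned photoreceptor lineage-like cells, at median depths of 3445 and 3742 UMIs and with 21 and 59 cells left out, gave 4.54 and 4.38% for rac1a, 2.79 and 0.731% for mertka, and 2.62 and 1.55% for plxnb1b. Without their cluster 4, whose 10 leading genes held as many markers of other classes as of its own, these shares were 2.91 and 3.77%, 2.91 and 0.251% and 1.94 and 1.76%, with 9 and 55 cells left out (unthinned 15.8 and 18.8%, 8.84 and 3.97% and 8.84 and 8.17%). In activated cells, thinned shares of mertka (1.31 and 0.604%) and plxnb1b (1.57 and 1.63%) were at or near this background, with 1 and 3 cells left out. Unthinned, they were 13.8 and 6.51% and 16.4 and 23.1%. For rac1a the thinned shares of activated cells were 6.79% (4.48 to 9.79%) and 8.51% (7.21 to 9.96%), and the unthinned 51.0 and 57.8%. The control's interval for rac1a overlapped that of its photoreceptor lineage-like cells (2.99 to 6.58%). After Lws2-ablation it lay above theirs (3.25 to 5.77%). In quiescent cells of the library labelled Sws2-ablation, which almost lacks EGFP and whose classes come from its integration with Lws2-ablation, the log2 ratios over the control were 0.19 for rac1a, -0.56 for mertka and 1.28 for plxnb1b. The paper proposes from these markers that phagocytosis precedes de-differentiation and cell cycle re-entry.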

### 3.4. Mature zebrafish Müller glia show heterogeneous gene expression in the absence of neural injury

Given that we saw spatially distinct activation of Müller glia that could not be explained by site of cell ablation or phagocytic activity alone, we assessed for any heterogeneity in gene expression patterns prior to injury in the mature, quiescent Müller glia population. 

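The uninjured data are the 1 library of sorted cells without ablation, of which 41397211 UMIs in the kept cells were analysed (median 4391 UMIs per cell). Its larvae were 9 dpf by the paper's methods and legends and the deposited sample description, and 6 dpf by the results text. Which is right could not be decided from the counts. The cells were log-normalised and clustered alone on 13 principal components, with the genes named in the paper left out of the variable features. A resolution of 0.2 was used, the lowest in steps of 0.1 that gave the paper's number of clusters. The default of 0.8, which gave 18 clusters, was run as an alternative.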

To achieve this, we performed scRNA-seq of FACS-Müller glia from 6 days post fertilization (dpf) Tg(*gfap:GFP*) zebrafish larvae. UMAP construction and unsupervised clustering revealed 11 populations of Müller glia and Müller glia-derived cells. Of these, 6 neighboring clusters were very similar (Figure 5A) and showed consistent expression of common genes typical of quiescent Müller glia, such as high expression of glial markers *glula, gfap*, and *rlbp1a* (Figure 5C). 

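At this resolution the control library formed 11 clusters. From the fixed markers, 4 were named quiescent, 1 activated, 1 neurogenic precursor-like, 1 photoreceptor lineage-like and 2 inner retinal neuron-like, and 2 stayed unnamed.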

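The 4 rebuilt quiescent clusters held 71.5% of the kept cells (5853 of 8190). They were cluster 1 (2773 cells, 33.9%), cluster 2 (2475 cells, 30.2%), cluster 4 (506 cells, 6.18%) and cluster 9 (99 cells, 1.21%). Cluster 4 had a median of 1249 UMIs per cell, against 4925 in cluster 1. Across the quiescent clusters, glula lay between 13459 and 20602 CPM, gfap between 274 and 404 CPM and rlbp1a between 1825 and 4057 CPM. Across the other clusters, glula lay between 720.2 and 9474 CPM, gfap between 7.702 and 191 CPM and rlbp1a between 86.6 and 1545 CPM. At a resolution of 0.8, 7 clusters were quiescent or intermediate.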

The remaining 5 clusters did not represent the quiescent populations we were focusing on (marked in gray in Figure 5A). These cell clusters expressed markers of proliferation (*pcna*) or neural differentiation (*crx*, *neurod4*, *elavl3*, *elavl4*) or intermediate states (*her4.1, igfbp5b*; Figure 5B). These clusters likely encompass either young Müller glia exiting a progenitor state or a subset of Müller glia that sporadically enter the cell cycle to generate rod photoreceptors (Bernardos et al., 2007; Ng et al., 2014). Additionally, one cluster displayed high expression of genes enriched for terms suggestive of stress response (Supplementary Figure 5A), such as *hsp90aa1.2, hsp70.3 and hsd11b2* (data not shown). 

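In the uninjured library, pcna was highest in the activated cluster (420 cells, 5.13%), at 1285 CPM, against at most 59.2 CPM in a quiescent cluster. The highest level of crx, 577 CPM, lay in the photoreceptor lineage-like cluster and that of neurod4, 841 CPM, in unnamed cluster 7. Both elavl3 (2803 CPM) and elavl4 (2255 CPM) were highest in an inner retinal neuron-like cluster of 58 cells. For igfbp5b the highest level, 211 CPM, lay in the neurogenic precursor-like cluster. The highest level of her4.1, 1784 CPM, lay in quiescent cluster 2, above the 1415 CPM of the activated cluster. No cluster was intermediate at this resolution. At 0.8, which gave 3 intermediate clusters, her4.1 was highest in intermediate cluster 5, at 2920.3 CPM.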

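None of the 11 rebuilt clusters was named from the fixed stress markers. The highest levels of hsp90aa1.2 (10471 CPM), hsp70.3 (12107 CPM) and hsd11b2 (3253 CPM) all lay in quiescent cluster 4, the shallow one. In quiescent cluster 1 these genes lay at 6912, 10107 and 2049.6 CPM. At a resolution of 0.8, a stress cluster of 315 cells (3.85%) was named, and the same 3 genes were highest in quiescent cluster 7 of 505 cells.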

From these results, we excluded these clusters for further analysis, and we focused on clusters representing mature quiescent glia (C1-C6). We performed hierarchical clustering analysis of top-ranking expressed genes clusters C1 to C6 and identified key similarities (reflected in their close proximity on the UMAP plot), as well as subtle, but robust differences between these cell clusters (Figure 5A; Supplementary Figure 5B). We found an unexpected diversity of quiescent Müller glia gene expression states within the uninjured retina (Figures 5D,E). While these six clusters were overall grouped together due to their overwhelming similarities as quiescent glia, robust differences were observed in the gene lists that led to unbiased sub clustering.

**Figure 5:**
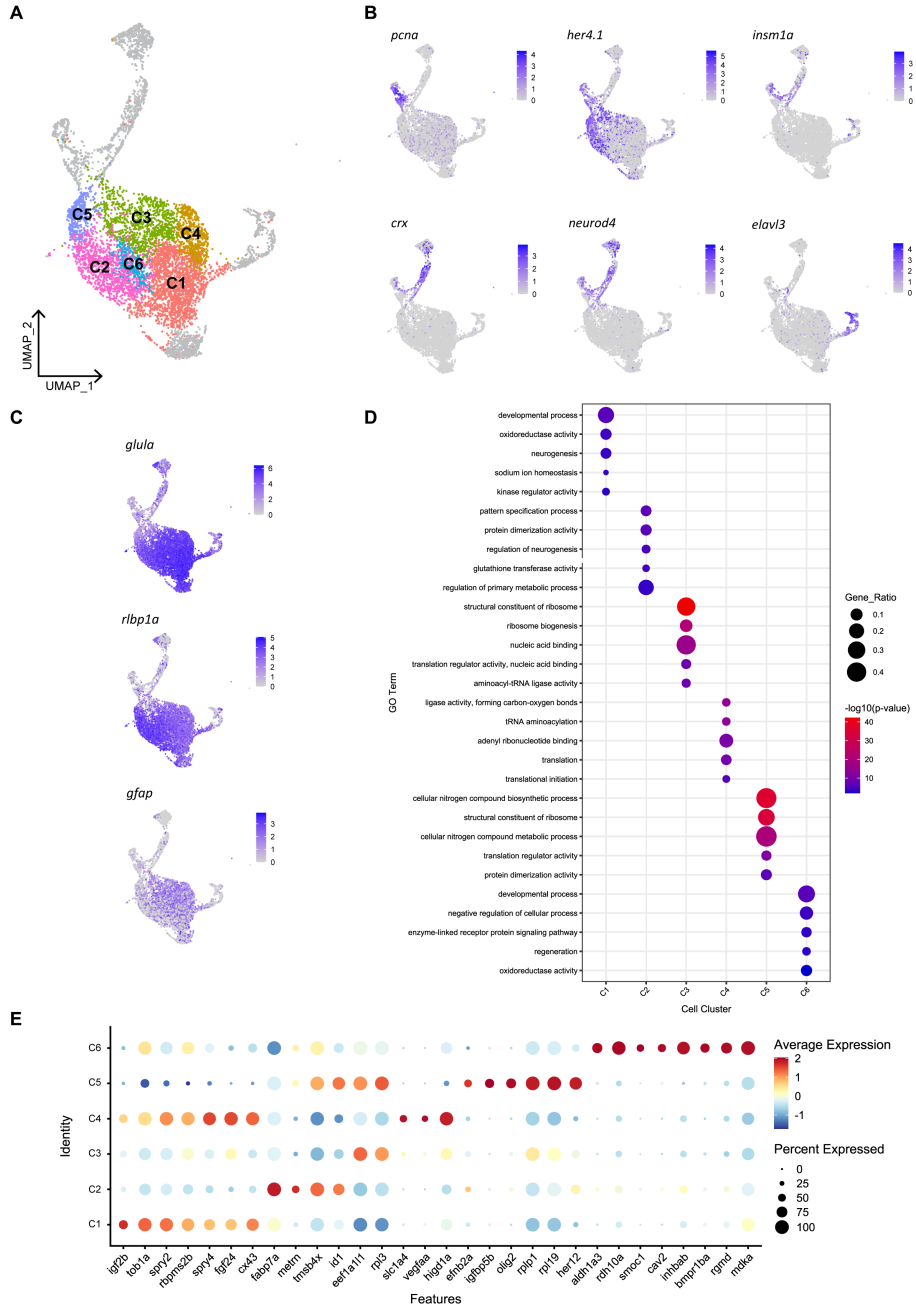
Heterogeneity exists in Müller glia of the uninjured zebrafish retina. **(A)** UMAP of FACS Müller glia and Müller glia-derived cells from the uninjured zebrafish retina at 9 days post-fertilization (dpf), revealing six clusters of quiescent Müller glia (C1-C6). **(B)** Expression plots of proliferating (*pcna*), immature cells (*her4.1* and *igfbp5b*), and differentiating neurons (*crx, neurod4* and *elavl3*). **(C)** Expression of mature Müller glia markers in the identified quiescent Müller glia. **(D)** Enrichment term analysis summarized as 5 gene ontology (GO) terms for each clusters C1-C6. Circle size depicts the gene ratio and circle color depicts the adjusted negative log *p*-value of significance. **(E)** Expression of top genes across clusters C1–C6. Circle size and circle color represents percentage of expressing cells per cluster and average log-fold expression value, respectively.

Cluster C1 displays enrichment for terms including developmental process, neurogenesis and kinase regulator activity, in addition to retinal homeostasis (oxidoreductase activity and sodium ion homeostasis). This cluster expresses high levels of the *igf2b* (insulin-like growth factor 2b). 

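Among the rebuilt quiescent clusters, igf2b (ENSDARG00000033307) was highest in cluster 4, at 305 CPM, next to 291 CPM in cluster 1 and a lowest 137 CPM in cluster 2. At the default resolution it was highest in quiescent cluster 4 of that clustering, with 445 CPM against 307 CPM in the next.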

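Of the 7 genes igf2b, fgf24, tob1a, spry2, spry4, rbpms2b and cx43, 3 were highest in rebuilt cluster 1, and 6 in 1 cluster at a resolution of 0.8. In cluster 1, fgf24 (ENSDARG00000037677) lay at 868 CPM, against a lowest 267 CPM in cluster 2, and rbpms2b lay at 739 CPM, against 439 CPM. The highest levels of cx43 (1413 CPM) and spry2 (1206 CPM) lay in cluster 4 and that of tob1a (1467 CPM) in cluster 9. Cluster 2 was the lowest of the 4 for each of these genes.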

Among other highly expressed genes in this cluster includes *tob1a* involved in development of dorsal structures (Xiong et al., 2006), fibroblast growth factor 24 (*fgf24*), the negative regulators of receptor tyrosine kinase signaling *spry2* and *spry4* (Felfly and Klein, 2013), the RNA-binding protein *rbpms2b*, and gap junction protein *cx43*. Unique to cluster C2 is expression of the glial differentiation gene meteorin (*metrn*) and fatty acid binding protein 7a (*fabp7a*). 

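The highest level of metrn lay in rebuilt cluster 4, at 141 CPM, next to 138 CPM in cluster 2, and that of fabp7a (ENSDARG00000007697) in cluster 2, at 7886 CPM. All 4 quiescent clusters held both genes, metrn at no less than 58.9 CPM and fabp7a at no less than 3562 CPM. At a resolution of 0.8 both were highest in intermediate cluster 5, at 219 CPM and 10634 CPM.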

Cluster C2 also expresses the ID signaling gene *id1* and thymosin beta-4 (*tmsb4x*) and enrichment for terms relating to pattern specification process and regulation of neurogenesis. 

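Both id1 (ENSDARG00000040764) and tmsb4x (ENSDARG00000077777) were highest in rebuilt cluster 2, at 1116 CPM and 3138 CPM. The next highest clusters lay at 748 and 1967 CPM. With fabp7a, 3 of the 4 genes named for C2 were highest in cluster 2. Enrichment of terms was not analysed here, since no annotation of genes with terms was given.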

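Ribosomal protein genes, 83 of them in the files, took 13.0% of the UMIs in rebuilt quiescent cluster 1, 19.3% in cluster 2, 4.82% in cluster 4 and 13.2% in cluster 9. Each share rests on the counts of 1 library.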

Clusters C3, C4 and C5 were enriched for terms relating to ribosome activity, including ribosome biogenesis, translation initiation and structural constituent of ribosome. 

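In the uninjured library, eef1a1l1 was highest in rebuilt cluster 2, at 5761 CPM, followed by 4676 CPM in cluster 1. For rpl3 (ENSDARG00000003599) these levels were 2142 CPM and 1616 CPM. Clustered at 0.8, both were highest in intermediate cluster 3, at 7533 CPM and 2704 CPM.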

Cluster C3 expressed genes *eef1a1l1* (translation elongation factor) and *rpl3* (60S ribosomal protein L3). 

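Of the 5 genes fgf24, spry4, slc1a4, vegfaa and higd1a, 4 had their highest level in rebuilt cluster 1. They were fgf24, spry4 (492 CPM, with 487 CPM in cluster 4), vegfaa (ENSDARG00000103542, 54.7 CPM) and higd1a (ENSDARG00000022303, 781 CPM). The lowest levels of vegfaa and higd1a, 9.63 and 377 CPM, lay in cluster 2. The amino acid transporter gene slc1a4 was highest in cluster 9, at 86.6 CPM.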

Cluster C4 expressed growth factor signaling-associated genes *fgf24* and *spry4* that were shared with cluster C1, as well as unique genes encoding the amino acid transporter *slc1a4*, vascular endothelial growth factor Aa (*vegfaa*) and hypoxia inducible domain family member 1a (*higd1a*). Additionally, cluster C5 is enriched for terms related synthesis of biological compounds and metabolism, and cells in this cluster express the bHLH transcription factor *olig2*, *igfbp5b* (insulin-like growth factor binding protein 5b), *her12* and ephrin receptor-binding ligand *efnb2a.* Despite containing a relatively smaller proportion of cells, the central cluster C6 is distinct in its gene expression profile, displaying enrichment for terms relating to development, regeneration and cellular signaling, expressing genes of the retinoic acid pathway (*aldh1a3*, *rdh10a*), and TGFβ superfamily (*inhbab, bmpr1ba, rgmd*), as well as the caveolar-associated gene *cav2*, basement membrane protein-encoding gene *smoc1* and midkine-a (*mdka*). 

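Of the genes named for C5, olig2 (ENSDARG00000040946, 126 CPM) and her12 (1109.6 CPM) were highest in rebuilt cluster 2. The highest level of efnb2a (ENSDARG00000020164), 151.1 CPM, lay in cluster 4, next to 147 CPM in cluster 2, and igfbp5b lay at 42.5 CPM and 39.5 CPM in these clusters. All 4 were highest in intermediate cluster 5 at a resolution of 0.8. Of the 8 genes named for C6, 4 were highest in cluster 2. They were aldh1a3 (ENSDARG00000076933, 74.9 CPM), rdh10a (ENSDARG00000058730, 512 CPM), cav2 (37.3 CPM) and smoc1 (28.8 CPM). In cluster 4, inhbab (361 CPM), bmpr1ba (77.8 CPM), rgmd (209.8 CPM) and mdka (1664 CPM) were highest, with inhbab at 354 CPM in cluster 2.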

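For the genes named above for each of C1 to C6, the rebuilt cluster in which the largest number of them had their highest level was taken as leading that set. At 11 clusters, 18 of 30 genes were highest in the leading cluster of their set, with 1 cluster counted per set. For 3 of the 6 sets 2 clusters tied, so 2 or 3 different clusters led the sets, depending on how the ties are broken. Thinning every cell to 1000 UMIs moved the count of genes most, to 25. At a resolution of 0.8, with 1 set tied, 4 or 5 clusters led the sets, and 22 genes were highest in these. The rebuilt clusters were not matched to C1 to C6 by hand. Rebuilt cluster 1, where fgf24 was highest, held igf2b at nearly the level of cluster 4, and a cluster with fgf24 but without igf2b was not seen. At a resolution of 0.8, quiescent clusters 4 and 1 held fgf24 at 902 and 901 CPM, and igf2b at 445 CPM and 271 CPM. In quiescent cluster 2 of that clustering rdh10a lay at 639.7 CPM and aldh1a3 at 101 CPM. From its clusters the paper names several putative subpopulations of quiescent Müller glia in the uninjured retina. It leaves open whether these are stable or passing states.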

In summary, we have identified the following putative quiescent Müller glia subpopulations: Two subpopulations associated with fibroblast growth factor (Fgf) signaling, which can be distinguished based on the presence (C1) or absence (C4) of *igf2b*, a *fabp7a*-expressing subtype (C2), Müller glia strongly associated with protein production (C3 and C5) and finally a Müller glia subtype associated with retinoic acid signaling (C6). Whether these clusters represent stable specializations in the terminal differentiation of this cell population to support their diverse roles in maintaining retinal homeostasis, fluid states through which individual glia stochastically transition through, or are indicative of varying developmental ages of Müller glia remains an interesting avenue to explore.

### 3.5. Molecularly distinct quiescent Müller glia subpopulations show a distinct spatial distribution

Without spatial or temporal information on individual Müller glia, the scRNA-seq data cannot distinguish whether these differing clusters represent distinct Müller glia subpopulations. If the molecular heterogeneity was linked to specific functions or represent stochastic fluid transition states, we hypothesized to find glia of different gene expression clusters distributed either uniformly or stochastically across all retinal regions. In contrast, we postulated that if the clustering was dependent on the age of Müller glia, these clusters would manifest as a central-to-peripheral distribution pattern in the retina. The retina of fish and amphibians exhibits indeterminate eye growth, with new neurons and glia continuously added from the peripheral ciliary margin zone (CMZ) into the growing central retina (Centanin et al., 2011; Fischer et al., 2013; Centanin et al., 2014). Therefore, older Müller glia are found more centrally than those in peripheral regions. With these possibilities in mind, we assessed the distribution of the distinct clusters both in the developing and adult retina. We performed RNAscope *in situ* hybridization on candidate genes *efnb2a* (clusters C2 and C5), *fgf24* (clusters C1 and C4), and *rdh10a* (cluster C6). Unexpectedly, we found the presence of these markers in distinct regions of the retina with efnb2a expression found in the dorsal (21% of retina), fgf24 expression in central (50% of the retina) and rdh10a expression ventral retina (19% of the retina) respectively (Figures 6A–D). These markers co-localised with Müller glia (gfap:EGFP positive) in these regions (Supplementary Figure 6). As expected, PCNA-positive cells were found in the peripheral ciliary margin zone, likely from which *igfbp5b*-positive, *her4*.*1*-positive immature Müller glia are derived from (Figure 6D). Furthermore, this distribution was maintained throughout maturation, with a similar pattern observed at 12 months post-fertilization (Supplementary Figure 7A). Thus, our clustering analysis in quiescent glia has led to the identification of genes that mark regional populations in a pattern that persists with ageing.

**Figure 6:**
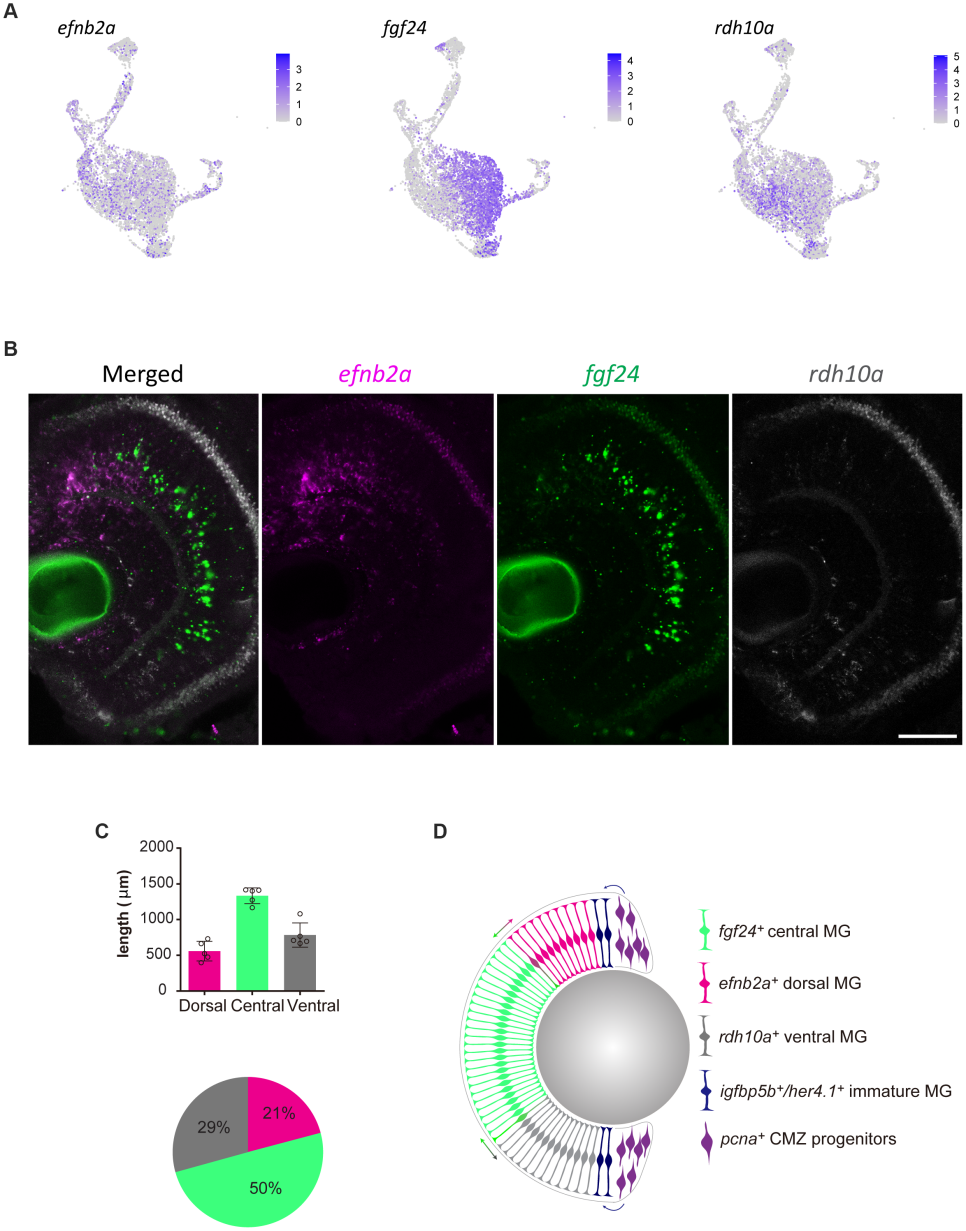
Molecularly distinct Müller glia subpopulations differ in their spatial location. **(A)** Expression plots of key markers *efnb2a*, *fgf24*, and *rdh10a*. **(B)** RNAscope *in situ* hybridization of genes presented in **(A)**, highlighting their location throughout the dorsal (top) to ventral (bottom) retina. Scale bar = 50 μm. **(C)** Length (μm) in the retina of 12 month-old zebrafish retina domains of *in situ* labeling. **(D)** Schematic summary of the location of *efnb2a* (pink), *fgf24* (green), *rdh10a* (gray)-expressing Müller glia, in addition to *igfbp5b/her4.1*-expressing immature Müller glia and *pcna*-expressing ciliary margin zone progenitor cells.

We next assessed the pattern of Müller glia recruitment following Lws2 cone photoreceptor ablation using Tg(*lws2:nfsb-mCherry*) in adulthood. We first characterized the distribution of Lws2 cones and Müller glia in the uninjured adult fish (Figure 7A). Consistent with our data on larvae, both Lws2 cones and Müller glia are evenly distributed, with some additional cells in the central retina (Figure 7B). Following ablation, we used *fgf24* and *rdh10a* as regional markers of spatially segregated Müller glia subpopulations. Consistent with the larval retina (Figure 3), we saw a specific bias of Müller glia in the dorsal and central *fgf24*+ glia regions, with very little activation and cell cycle entry activity (marked by PCNA immunostaining) in the ventral *rdh10a* + regions (Figures 7C,D). Thus, even in the context of widespread photoreceptor injury across the retina, Müller glia show region-specific heterogeneity in their capacity to proliferate, and this heterogeneity persists from larval to adult stages. Thus, our clustering analysis has led to the identification of genes that mark regional populations of Müller glia with differing probability to contribute toward the regenerative response.

**Figure 7:**
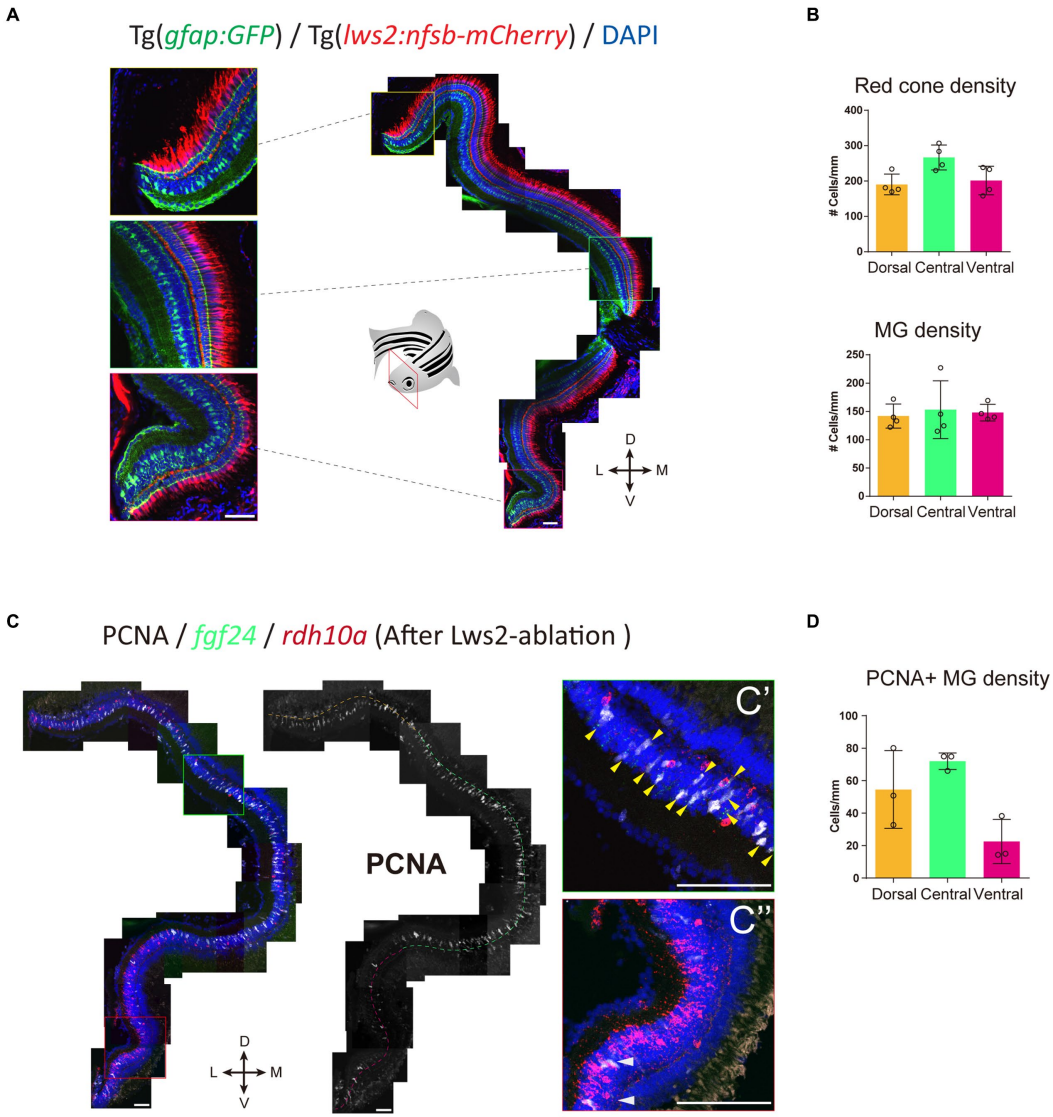
*fgf24+* Müller glia are primed to proliferate upon red cone ablation in adult zebrafish. **(A)** The distribution of red (Lws2) cones and Müller glia in the adult retina. **(B)** Quantifications of the density of red cones and Müller glia in each spatial domain. **(C)** Red cone ablation significantly induces central Müller glia to proliferate and label for PCNA. Yellow arrows indicate *fgf24+/*PCNA+ Müller glia (C′), while white arrows indicate *rdh10a+/*PCNA+ Müller glia (C″). **(D)** Quantifications of the density of PCNA+ Müller glia in each spatial domain. Scale bar = 50 μm.

### 3.6. Distinct recruitment of Müller glia subpopulations following neural ablation

We found that Clusters C1 to C6 featured GO terms for mature Müller glia functions including neuroprotection, metabolism and ion homeostasis (Newman et al., 1984; Resta et al., 2007; Bringmann and Wiedemann, 2012; Furuya et al., 2012; Reichenbach and Bringmann, 2016). Yet, wanted to determine whether these populations differed in their responsiveness to injury or regenerative potential. Cluster C6 revealed many markers that are known to influence stem cell renewal (Figure 5E), including the bone morphogenetic protein receptor *bmpr1ba* (Bond et al., 2012; Wang et al., 2014), TGF-β family ligands *inhbab* and *rgmd* (Heldin et al., 2009), retinoic acid pathway proteins *aldh1a3* and *rdh10a* (Blum and Begemann, 2012), and the cytokine *mdka* (Ang et al., 2020). 

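In the control library integrated with Lws2-ablation, 519.8 CPM of inhbab (ENSDARG00000024759) and 111 CPM of aldh1a3 lay in quiescent cluster 3, the highest of the quiescent and intermediate clusters. The next highest, clusters 6 and 7, held 364 and 71.2 CPM. The cytokine gene mdka (ENSDARG00000036036) was highest in intermediate cluster 16, at 1938 CPM, with 1383 CPM in cluster 3.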

Immunofluorescent labeling of Bmpr1ba/b showed localization in neurons (DAPI-positive, Gfap-negative cells) and Müller glia (DAPI-positive, Gfap-positive cells) in Tg(*gfap:GFP*) zebrafish (Supplementary Figure 8). We observed labeling in Müller glia in the ventral retina, as well as in the central sector, with minimal labeling present on Müller glia in the dorsal retina. This supports the association of cluster C6 with glia in the ventral domain of the retina. Furthermore, the restriction of these proliferation-associated genes to a subset of Müller glia motivated us to explore potential regional differences in Müller glia proliferation.

To explore this regional heterogeneity in Müller glia activation, we conducted integration and re-clustering analysis of cells collected from our no-ablation and Lws2-ablation scRNA-seq datasets (Figure 8A). 

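The kept cells of the no ablation control and Lws2-ablation libraries were integrated on 13 principal components, and otherwise processed as the ablation libraries were. They formed 24 clusters. Quiescent cells made up 54.9% of control cells (4499) and 24.2% of Lws2-ablation cells (2523), and intermediate cells 17.9 and 16.1%. Activated cells made up 4.69% (4.24 to 5.17%) and 15.9% (15.2 to 16.6%), and differentiating cells 14.2 and 35.5%. Unnamed clusters held 8.29 and 8.04%, and the limit on the distance of intermediate clusters kept 0.415 and 0.182% out of that class.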

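Quiescent cells of both libraries fell into clusters 1, 2, 3 and 6, and intermediate cells into clusters 7, 9, 11 and 16. In the control, fgf24 was highest in cluster 2 (931 CPM), followed by 698 CPM in cluster 6 and 682 CPM in cluster 1. The highest level of rdh10a, 646 CPM, lay in cluster 3, and the next, 467 CPM, in cluster 1. For efnb2a, clusters 11 and 7, both intermediate, held 245 and 177 CPM.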

There, we identified 4 main quiescent Müller glia populations marked by *fgf24*, *efnb2a* and *rdh10a* expression as genes most uniquely expressed for these quiescent Müller glia clusters, consistent with observations from the uninjured sample alone (Figures 8B,C). 

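In the control, igf2b lay at 436 CPM in cluster 2 and 207 CPM in cluster 1, while cd99 (ENSDARG00000051975) lay at 10.64 and 73.6 CPM. After Lws2-ablation, igf2b lay at 455 and 142 CPM in these clusters and cd99 at 78.6 and 367 CPM. The other leading genes of cluster 1 included the stress genes bag3 and hspb8 and the complement gene c7b.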

Notably, *fgf24*-positive Müller glia spanned two clusters distinguished by the expression of the insulin growth factor-encoding gene *igf2b* and the transmembrane glycoprotein-encoding gene *cd99*. 

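Over all quiescent cells, cd99 lay at 44.6 CPM in the no ablation control and 277 CPM after Lws2-ablation, a log2 ratio of 2.64 (2.53 to 2.74). A resolution of 1.2 moved the ratio most, to 2.82. By cluster the log2 ratio was 2.32 in cluster 1, 2.88 in cluster 2, 3.07 in cluster 3 and 2.14 in cluster 6. In intermediate and activated cells it was 0.94 and 0.14. Of quiescent cells thinned to 1000 UMIs, 3.53% had a cd99 UMI in the control and 18.8% after ablation. Unthinned, these shares were 11.6 and 44.2%, over the same cells and depths as for the phagocytosis markers. Thinned photoreceptor lineage-like cells, used as background, gave 1.22 and 1.19%, and without their cluster 4 these were 1.94 and 1.51% (unthinned 4.19 and 5.30%).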

Curiously, *cd99* exhibited greater expression following photoreceptor ablation. Furthermore, levels for immune-associated genes also changed following photoreceptor ablation, including the chemokine genes *cxcl18b* and *cxcl14,* which were higher in expression following photoreceptor ablation when compared to the uninjured dataset in these quiescent Müller glia clusters (Supplementary Figure 9A), specifically in this grouping of *cd99*-positive cells (Supplementary Figure 9B). 

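In quiescent cells, cxcl18b (ENSDARG00000075045) lay at 37.6 CPM in the control and 426 CPM after Lws2-ablation, a log2 ratio of 3.50 (3.39 to 3.61). Merging without integration moved this most, to 2.97. For cxcl14 (ENSDARG00000056627) the levels were 17.2 and 133 CPM, a log2 ratio of 2.95 (2.78 to 3.12). For cxcl18b the log2 ratio was 3.48 in cluster 1, 4.46 in cluster 2, 2.30 in cluster 3 and 1.95 in cluster 6, and for cxcl14 it was 2.93, 1.23, 2.97 and 1.89. In cluster 2 the control levels were only 4.26 and 8.82 CPM, below the 24.0 and 30.5 CPM of photoreceptor lineage-like cells, and those after Lws2-ablation 93.5 and 20.6 CPM. Whether the cells with cd99 were those with the chemokines was not tested. After Lws2-ablation both were highest in cluster 1, at 603 and 181 CPM. In the control both were highest in intermediate cluster 9, at 153 and 41.6 CPM. Of thinned quiescent cells, cxcl18b was detected in 1.74% in the control and 18.3% after Lws2-ablation (unthinned 5.11 and 36.1%), and cxcl14 in 1.42 and 8.63% (unthinned 5.56 and 25.9%). The background in thinned photoreceptor lineage-like cells was 0.698 and 1.92% for cxcl18b and 3.32 and 2.47% for cxcl14, and without their cluster 4 it was 0.485 and 1.76% and 4.37 and 4.02% (unthinned 2.33 and 5.30% and 11.2 and 17.0%). The control's share of cxcl14 was below this background, so by this measure quiescent cells did not stand out from photoreceptor lineage-like cells. The gene was still counted there, with 355 UMIs in quiescent cells of the control (15.4 to 19.1 CPM).

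**Figure D3:**
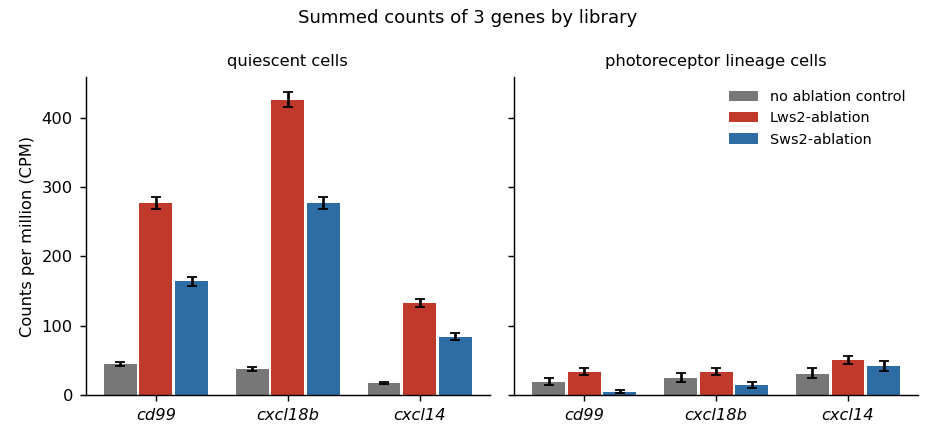
Summed counts (CPM) of cd99, cxcl18b and cxcl14 in quiescent and in photoreceptor lineage-like cells of the no ablation control (grey), Lws2-ablation (red) and the library labelled Sws2-ablation (blue), 1 library each. Error lines are exact 95% Poisson intervals. In quiescent cells, cxcl18b rises from 37.6 CPM in the control to 426 CPM after Lws2-ablation.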

As such, certain Müller glia may be functionally specialized to signal to immune cells.

**Figure 8:**
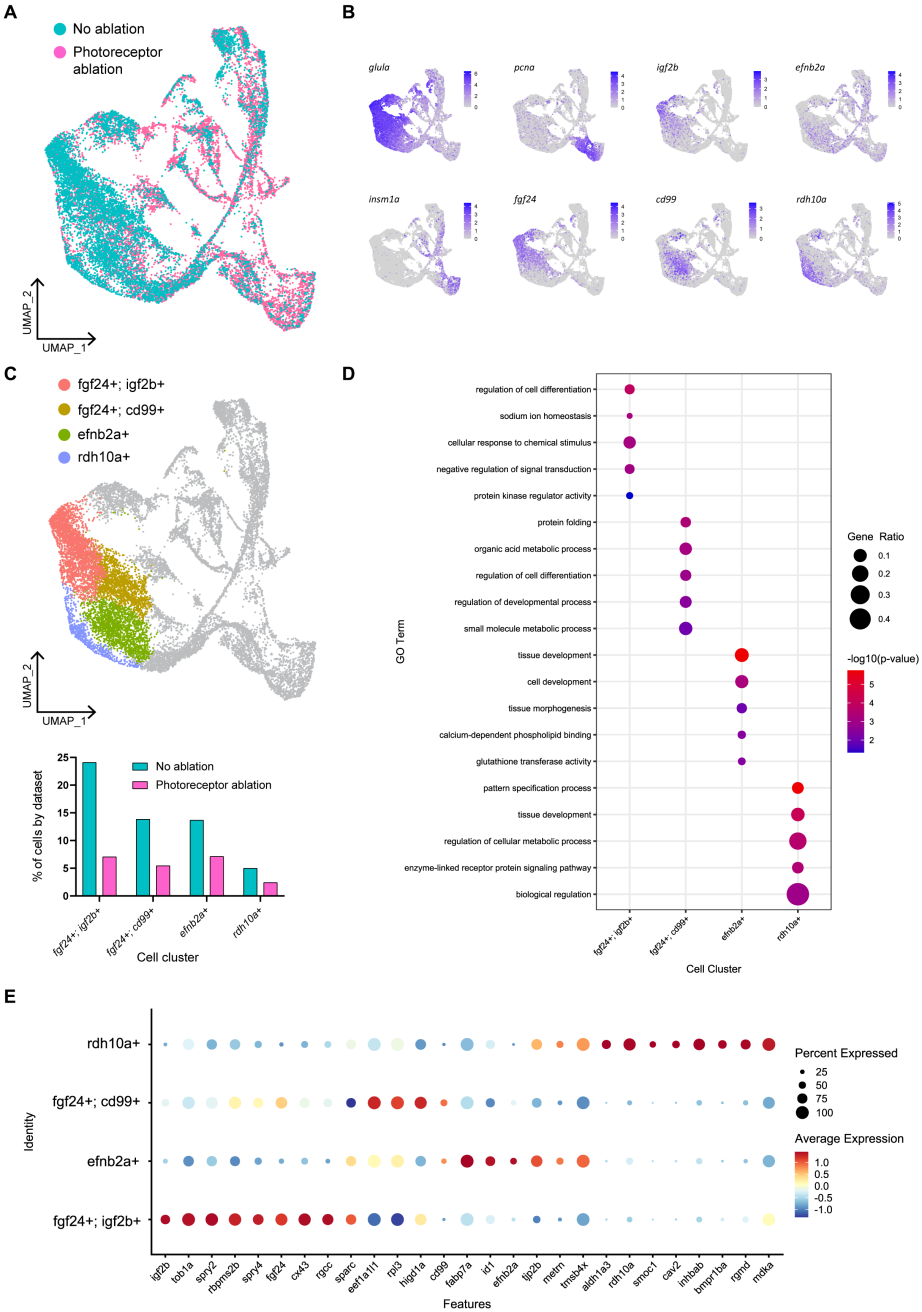
Müller glia heterogeneity persists in the presence of photoreceptor ablation. **(A)** UMAP plot of FACS Müller glia with integration of uninjured (no ablation) and photoreceptor ablation single cell RNA-sequencing samples. **(B)** Expression plots of quiescent (*glula*), proliferating (*pcna*) and differentiating (*insm1a*) cells, as well as key markers distinguishing quiescent Müller glia clusters. **(C)** UMAP plot highlighting quiescent Müller glia clusters that can be distinguished based on the expression of the following markers: *fgf24, igf2b, cd99, efnb2a,* and *rdh10a*. Graph indicates the percentage of cells belonging to each cell cluster and the proportion between each sample. **(D)** Enrichment term analysis of genes expressed in each quiescent cluster and the gene ontology (GO) terms relating to these genes. Circle size and circle color depict gene ratio and negative log-adjusted *p*-value, respectively. **(E)** Expression of key markers linked to quiescent Müller glia heterogeneity that persist in the presence of photoreceptor ablation. Circle size indicates percentage of cells expressing the relevant gene and circle color indicates the average log-fold expression value.

The range of molecular profiles of quiescent Müller glia remained following neural injury. 

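After Lws2-ablation, fgf24 was highest in cluster 2 (676 CPM) and igf2b in cluster 2, as in the control. For efnb2a the highest level, 176 CPM, lay in intermediate cluster 7. For rdh10a it lay in cluster 6 (387 CPM), with 364 CPM in cluster 3, the cluster that was highest in the control.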

Gene ontology analysis revealed that the differentially expressed genes in *fgf24; igf2b-*positive, *fgf24; cd99-*positive*, efnb2a-*positive, and *rdh10a-*positive clusters were enriched for biological processes relating to development, regeneration, or differentiation (Figures 8D,E). As the additional branches of activated Müller glia and differentiating progenitors in our photoreceptor ablation sample must come from the original population of quiescent Müller glia from the uninjured sample, we compared whether all the quiescent Müller glia populations were recruited equally. 

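A cluster was taken to stand for a subpopulation where at least 3 of its fixed markers were 2-fold above the other quiescent and intermediate clusters, and otherwise where its gene was highest in the control. This rule, set after the clusters were seen, gave clusters 2 for fgf24 and igf2b, 1 for fgf24 and cd99, 7 for efnb2a and 3 for rdh10a. As a share of all kept cells, cluster 2 fell from 18.4% in the control (1511 cells) to 4.84% after Lws2-ablation (505 cells), a decrease of 73.8% (71.0 to 76.3%). Cluster 3 fell from 10.4 to 4.61%, a decrease of 55.7% (50.4 to 60.5%). Cluster 1 fell from 20.2 to 9.22%, a decrease of 54.2% (50.4 to 57.8%). Cluster 7 fell from 6.11 to 4.93%, a decrease of 19.3% (8.52 to 28.8%). In the control, efnb2a itself was highest in intermediate cluster 11, with 245 CPM against 177 CPM in cluster 7. Cluster 11 stood for none of these and rose by 35.2% (17.6 to 55.8%). Quiescent cluster 6, second in both fgf24 (698 CPM) and igf2b (284 CPM) in the control, stood for none of these and fell by 6.71% (-5.50 to 17.5%), within counting error. Intermediate clusters 9 and 16 stood for none either. Cluster 9, second in cd99 in the control (68.5 CPM), fell by 47.9% (40.3 to 54.6%). Cluster 16 had a decrease of -78.7% (-124 to -43.1%), an increase. These sizes depend on how the clusters were formed. With the genes that differed 2-fold between the libraries left out of the features, a choice made after the data were seen, the decreases were 21.6% for fgf24 and igf2b, 54.7% for rdh10a, 50.1% for fgf24 and cd99 and 25.8% for efnb2a, and their order changed. The clusters standing for them were then of other sizes, with 5.81, 22.6, 3.15 and 8.40% of control cells. Merging without integration moved a value most, that of fgf24 and cd99, whose decrease became -577%, an increase, from a cluster with 1.83% of control cells. As shares of quiescent and intermediate cells only, the decreases were 52.5, 19.9, 17.3 and -46.0% in the same order, the last an increase. The paper reasons that the added activated and differentiating cells must come from quiescent glia of the uninjured retina, and compares on this basis how far each population was recruited.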

The greatest differences observed in the proportion of Müller glia between the injury and non-injured control was in the following order: *fgf24; igf2b-*positive (70.7%), *fgf24; cd99-*positive (60.6%) clusters, followed by similar differences in *rdh10a-*positive (51.6%) and *efnb2a-*positive (47.9%) clusters (Figure 8C). Thus, within the *fgf24-*positive population of glia, proliferative ability may be influenced by expression of *igf2b.*

## 4. Discussion

In this study we have identified an unexpected heterogeneity in mature quiescent Müller glia of larval zebrafish that is marked by differential gene expression, and which persists over age. Some of this heterogeneity is linked to specific homeostatic glia functions; the expression of *vegfaa* and *higd1a* share protective roles within both Müller glia and surrounding retinal neurons, regulating vascular function in both normal and hypoxic conditions (*vegfaa*) and protecting from reactive oxygen species during metabolic stress (*higd1a*) (Hayashi et al., 2015; Le, 2017). Their expression in a subset of Müller glia may indicate functionally specialized Müller glia subpopulations. Additionally, our analyses revealed six distinct clusters that differed in their expression of genes primarily relating to protein synthesis, development and tissue patterning. This heterogeneity was maintained into adult ages, and persisted in the presence of injury, with clear distinction in expression of the markers *efnb2a*, *fgf24* and *rdh10a*, which all play roles in dorsoventral patterning in the retina (Sen et al., 2005; Sakuta et al., 2006; Atkinson-Leadbeater et al., 2014; Zhang et al., 2016). These markers identified Müller glia subpopulations along the dorsal ventral axis, whereby Müller glia that re-entered the cell cycle were primarily restricted to central (expressing *fgf24*) and dorsal (expressing *efnb2a*) domains of the retina when challenged with a variety of neural ablation paradigms that model photoreceptor degeneration (Baumgartner, 2000; Kalloniatis and Fletcher, 2004; Hamel, 2006; Lamba et al., 2008; Ferrari et al., 2011; Masland, 2012; Xu et al., 2020; Fleckenstein et al., 2021; Sarkar et al., 2022). Our results highlight the importance of the intrinsic molecular state in dictating whether Müller glia will respond to injury and subsequently be recruited to contribute to regeneration.

Due to their typical arrangement, morphology, and conserved expression of markers, the regional heterogeneity we identified in Müller glia was surprising. As such, our study offers clues into the molecular states for spatially restricted, quiescent Müller glia that drive cellular reprogramming, cell cycle entry and neuronal regeneration. It is important to note that recent data has emerged to show that artifacts can arise due to enzymatic single cell RNAseq processing, particular in glia cells (Marsh et al., 2022). Thus, it is important to verify the dataset such as with the RNAscope we employ here for *enb2, fgf24* and *igf2b*, to confirm differential gene expression patterns observed in the single cell RNAseq dataset. Indeed, when comparing uninjured with photoreceptor-ablated retinas, resting Müller glia expressing both *fgf24* and *igf2b* were preferentially recruited in the regenerative response. Both insulin (IGF) and fibroblast (FGF) growth factors are necessary for stimulating Müller glia proliferation in zebrafish (Wan et al., 2014), chick (Fischer et al., 2002), and mouse (Karl et al., 2008) retina. Within the highly regenerative zebrafish, multiple Fgf members have been shown to play distinct roles in neural regeneration (Goldshmit et al., 2018). Importantly, in both zebrafish (Wan and Goldman, 2017) and mammals (Close et al., 2006), the age of the retinal tissue can impact on the effect that growth factors have on Müller glia proliferation. 

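In the integrated control library, spry2 (ENSDARG00000078308) and spry4 (ENSDARG00000068732) were highest in cluster 2, at 1436 and 569 CPM, the cluster in which fgf24 was highest, and next in cluster 6, at 1165 and 484 CPM. Their lowest levels among quiescent and intermediate clusters, 75.5 and 51.3 CPM, lay in cluster 11, where fgf24 was lowest too (9.37 CPM). After Lws2-ablation, cluster 2 held 528 CPM of spry2 and 299 CPM of spry4.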

Our data revealed that the negative downstream feedback regulators of FGF signaling *spry2* and *spry4* (Christofori, 2003), which are involved in vertebrate eye development (Taniguchi et al., 2007; Kuracha et al., 2011) are also associated with *fgf24-*expressing Müller glia. SPRY2 and SPRY4 in humans are expressed in human embryonic stem cells (hESCs), with SPRY2 documented as having both pro (Felfly and Klein, 2013) and anti-proliferative (Zhang et al., 2005) effects. Thus, this prompts further investigation of these insulin and fibroblast growth factor signaling members in the Müller glia proliferative response.

In our analyses, ventrally located, *rdh10a*-expressing Müller glia undergo minimal proliferation, even when cell death is localized to the ventral domain. We detected a network of genes which we interpret to be relevant to maintaining Müller glia quiescence, however it remains unclear as to whether these genes are permissive or restrictive to Müller glia activation in the presence of injury. Our results are broadly consistent with a recent study conducting thorough comparative analysis of vertebrate Müller glia responses (Hoang et al., 2020). As expected from the high vertebrate conservation, key factors common to mouse and zebrafish revealed gene regulatory networks involved in quiescence and activation. This complements our study, which focuses specifically on the existence of subsets of Müller glia in zebrafish that influences their likelihood of activation and subsequently their contribution to regeneration when an injury stimulus is present. Characterizing the similarities to potential subsets of the mammalian Müller glia, and comparing their relative proportions, or identifying key differences will be interesting for follow up studies. 

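Of the genes for nuclear factor I, the files list nfia, nfic, nfixa and nfixb, and neither nfib nor nfix. In quiescent cells, nfia (ENSDARG00000062420) lay at 96.5 CPM in the control, 84.5 CPM after Lws2-ablation and 40.5 CPM in the library labelled Sws2-ablation, the last with classes from its own integration. Its levels in activated cells were 17.7, 11.8 and 6.89 CPM. For nfixb the levels were 18.0, 35.9 and 22.3 CPM in quiescent and 3.83, 2.94 and 1.72 CPM in activated cells. In quiescent cells, nfic lay at 5.28, 5.81 and 3.44 CPM, and nfixa had at most 3 UMIs in any library.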

Some key factors described to be involved in maintaining the glia quiescent state, including NFI factors, did not factor in our dataset, and it will be important to assess, whether such differences relate to injury paradigm, age of organisms or the analysis focus.

By honing in to the subtle difference within the Müller glia population, we were able to focus on potential correlation with responsiveness to injury. Multiple members of the TGFβ signaling pathway were strongly expressed in the *rdh10a-*positive Müller glia population, including the bone morphogenetic protein receptor *bmpr1ba*, and activin ligands *rgmd*, *rgmb*, and *inhbab*. This pathway plays diverse roles through activation of intracellular signaling molecules called Smads, which range from cell proliferation to growth arrest, depending on ligand-receptor interactions, the target cells involved and the tissue environment (Itoh and ten Dijke, 2007; Corradini et al., 2009; Wu et al., 2012). 

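In the integrated control library, bmpr1ba (ENSDARG00000104100), rgmd (ENSDARG00000034013) and rgmb (ENSDARG00000079323) were highest in quiescent cluster 6, at 88.5, 223 and 54.1 CPM. This cluster had a median of 1148 UMIs per cell. In cluster 3, which stood for rdh10a, they lay at 55.5, 174 and 41.3 CPM.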

In the retina, Tgfβ target genes show an immediate upregulation following retinal injury. However, Tgfβ signaling can have differing effects on Müller glia depending on the timing of expression; Tgfβ signaling is necessary for the expression of pro-regenerative genes immediately after injury, yet inhibition of Tgfβ during the regenerative phase leads to increased proliferation (Lenkowski et al., 2013; Tappeiner et al., 2016; Lee M.-S. et al., 2020; Sharma et al., 2020). Interestingly, the activin ligand-encoding gene inhibin subunit beta (INHB) is associated with quiescent states of chick and zebrafish Müller glia (Hoang et al., 2020), but an activated or gliotic state in mammalian Müller glia (Hoang et al., 2020; Conedera et al., 2021). One method of regulating this pathway is through endocytosis of transmembrane receptors through invaginated plasma membrane pits called caveolae, with associated proteins including *cav2* and *cav1*, which were unique to this cluster (Anderson et al., 1992; Di Guglielmo et al., 2003; Hartung et al., 2006). 

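In the integrated control library, cav1 (ENSDARG00000103747) lay at 20.6 CPM in cluster 3, 21.1 CPM in intermediate cluster 7 and 14.8 CPM in intermediate cluster 16. For cav2 (ENSDARG00000052000) the levels in clusters 3 and 7 were 53.2 and 53.1 CPM, and the next highest was 17.4 CPM in cluster 1. After Lws2-ablation both were highest in cluster 2, at 29.1 and 47.3 CPM.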

While these studies have investigated Müller glia quiescence and activation in the total Müller glia population, our study is the first to investigate differences within subsets of these Müller glia.

The relevance of heterogeneous molecular states and injury responsiveness of mature Müller glia subpopulations in retinal homeostasis and vision remains unclear. We found that Müller glia age was not the key determinant of the different clustering. There may be a functional requirement of maintaining retinal circuitry (through neural regeneration) of this central/dorsal region of the retina, as loss of photoreceptors in these regions may have greater consequences to the visual field than in the ventral retina. We identified distinct domains of *fgf24* and *rdh10a-*expressing Müller glia in the zebrafish retina. Controlled expression of Retinoic acid and FGF signaling factors in the chick retina defines a region of high visual acuity (da Silva and Cepko, 2017). In our analysis, the definition of the ventral, *rdh10a*-associated region likely involves a variety of patterning genes such as the transducer of ErbB2 gene *tob1a*, unique to *fgf24*-expressing Müller glia in our dataset, which is known to inhibit Smad-mediated TGF-β signaling (Xiong et al., 2006). Whether prioritizing neuron replacement in distinct retinal regions can influence recovery of vision in the zebrafish is an area that remains unexplored. Despite retinoic acid signaling associated with improved regeneration in a variety of vertebrate species (Duprey-Díaz et al., 2016; Todd et al., 2018; De La Rosa-Reyes et al., 2021), we show that its expression in quiescent Müller glia is associated with a reduced likelihood of activation. Therefore, functional manipulation of these candidate markers may reveal intrinsic barriers to Müller glia activation. Whether these same molecular states govern mammalian Müller glia quiescence is an important avenue to investigate.

In our integrated dataset, *fgf24*-expressing Müller glia were divided into two cell clusters based on the expression of the cell surface glycoprotein-encoding gene *cd99*, which is involved in leukocyte migration and endothelial cell adhesion (Schenkel et al., 2002; Tanaka, 2016), as well as inhibiting tumor growth through suppressing EGFR signaling (Lee K. J. et al., 2020). We observed the expression of chemokines *cxcl18b* and *cxcl14* in this grouping of *cd99-*positive cells, which all exhibited increased expression levels in Müller glia from the photoreceptor ablation dataset. The inflammatory chemokine Cxcl18b is a neutrophil-specific chemoattractant in zebrafish (Torraca et al., 2017; Sommer et al., 2020) and *cxcl18b* is upregulated following ablation of the RPE (Leach et al., 2021). CXCL14 is expressed by both immune and non-immune cells in humans and is important for leukocyte migration and differentiation (Lu et al., 2016). In zebrafish, upregulation of *cxcl14* has been observed in reactive oligodendrocyte progenitor cells following spinal cord injury (Tsata et al., 2020). The expression of immune-associated markers by Müller glia was intriguing as the presence of immune cells can influence Müller glia proliferation (Bradley, 2008; Nelson et al., 2013; Conner et al., 2014; Fischer et al., 2014; Gallina et al., 2014; White et al., 2017; Conedera et al., 2019; Mitchell et al., 2019; Todd et al., 2020; Leach et al., 2021). While we also observed a recruitment of L-plastin labeled leukocytes to the photoreceptor layer following ablation, in the absence of Müller glia, this migration to the photoreceptor layer remained unchanged (data not shown). While the innate immune system seems to limit the regenerative response in mammals (Todd et al., 2020), in our zebrafish injury paradigms, we found that elimination of mpeg1-positive macrophages and microglia did not enhance the Müller glia proliferative response following lws2-photoreceptor ablation. This is consistent with retinal regeneration in zebrafish triggered by other types of cell ablation (Iribarne and Hyde, 2022), including the effects of early microglial ablation following rod cell ablation (White et al., 2017). Functional manipulation of these immune signaling genes following retinal injury will reveal their ability to facilitate immune cell-Müller glia communication and whether this can improve Müller glia proliferation.

In this study we showed that regardless of the injury extent, Müller glia effectively phagocytosed photoreceptor debris, and expression of phagocytosis markers *rac1*a, *mertka* and *plxnb1b* were detected in our scRNAseq samples. However, this cellular engulfment, while correlated, did not seem sufficient to cause Müller glia activation. Müller glia are able to sense injury cues released by dying neurons, with detection of iron, ADP and TNFalpha implicated in Müller glia proliferation (Nelson et al., 2013; Conner et al., 2014; Medrano et al., 2017; Iribarne et al., 2019; Boyd and Hyde, 2022). Therefore, whether the intrinsic molecular state of Müller glia can influence their receptiveness to these “pro-regenerative” signals presents an area of future research. Despite Müller glia proliferation occurring in the dorsal and central retina following sws2 photoreceptor ablation, this proliferation was minimal, which is consistent with recently published data (D'Orazi et al., 2020). Müller glia can sense changes to neural transmission, whereby mimicking an absence of neurotransmission through inhibition of GABA signaling can stimulate Müller glia proliferation (Rao et al., 2017; Kent et al., 2021). This inability to respond to loss of Sws2 photoreceptors may be attributed to these cells not being functionally mature at the timing of injury from 4 to 6 dpf. However, through single cell analysis, the gene expression modules involved in Müller glia activation were shared with that following Lws2 ablation, which induces a greater Müller glia proliferative response.

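Of 50 ordered genes with enough UMIs in both ablation libraries, 34 had their highest level in the same of the 20 bins, 40 within 1 bin and 46 within 2 bins. The largest difference, 6 bins, belonged to fosaa. Both libraries were placed in a joint order on integrated components, which align their cells by expression. Neither was ordered alone, so agreement of the bins is partly built in and does not test whether the order is shared. The library set beside Lws2-ablation is the one labelled Sws2-ablation, in which EGFP was almost absent. Cells thinned to 1000 UMIs with at least 3 UMIs of the fixed markers of proliferation made up 10.5% (9.94 to 11.2%) after Lws2-ablation, 7.73% (7.12 to 8.37%) in that library and 2.75% (2.40 to 3.14%) in the control. Shallower cells, 576, 579 and 371, were left out. Unthinned, the shares were 23.6, 22.3 and 7.33%.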

Through trajectory analysis we identified three main states that Müller glia achieve to proliferate. Initially, we see an upregulation of Jun and Fos-encoding genes, which form AP-1 transcriptional complexes that control cellular processes including proliferation. Evidence of stimulation (c-Jun) and repression (JunB) of cell cycle-related gene expression has been observed (Schreiber et al., 1999; Shaulian and Karin, 2001; Zenz et al., 2008), with ectopic expression of these AP-1-related genes actually leading to regeneration defects in the axolotl (Sabin et al., 2019). Furthermore, AP-1-related genes are upregulated immediately post neural injury (Hui et al., 2014; Hoang et al., 2020), suggesting an initial requirement of these genes in Müller glia proliferation. Expression of *cebpd* was also upregulated at this initial phase. *Cebpd* (CCAAT enhancer binding protein delta) while being associated with a reactive phenotype of mammalian astrocytes, Müller glia and immune cells (Roesch et al., 2012; Wang et al., 2016; Spek et al., 2021), is also involved in proliferation (Ko et al., 2015) and may be crucial in the zebrafish Müller glia proliferative response.

A transient reactive phase has been observed in adult zebrafish Müller glia in contrast to the persistent reactive phase of Müller glia that does not result in cycle progression (Hoang et al., 2020). For the first time, we have defined different gene expression networks accompanying this transition in mature Müller glia of zebrafish larvae. Comparatively, we identified an intermediate expression module between quiescent and proliferative glia defined by activation of *notch3, fabp7a, id1,* and *metrn*. Notch signaling is induced in the injured zebrafish retina (Wan et al., 2012), and influences Müller glia proliferation in the chick retina (Ghai et al., 2010), with its inhibition inducing Müller glia cell cycle entry (Conner et al., 2014; Campbell et al., 2021). ID signaling is attenuated by notch (Wang et al., 2009), and *id1* in Müller glia is associated with an inflammatory cell state (Todd et al., 2020). Also associated with these cells is *fabp7a*, with FABP-encoding genes selectively expressed in activated chick Müller glia (Hoang et al., 2020; Campbell et al., 2022). Finally, *metrn* is a glial differentiation gene that is associated with astrocyte gliosis (Nishino et al., 2004; Obayashi et al., 2009; Lee et al., 2015) but can also improve mammalian Müller glia cell cycle entry (Wang et al., 2012), as well as muscle regeneration (Lee et al., 2010; Baht et al., 2020). Therefore, despite genes in this transitioning module being implicated in mammalian gliosis, their upregulation in zebrafish Müller glia prior to cell cycle entry is likely important for proliferation.

These findings enhance our understanding of heterogeneous states of quiescent Müller glia and define the temporal sequence of gene expression upregulation and importantly downregulation to progress toward neurogenesis. Certain molecularly distinct states of Müller glia appear to influence whether a particular subset of Müller glia are primed for activation, with extrinsic cues building on from this state to induce Müller glia proliferation. Therefore, an understanding of the complex heterogeneity of resting-state glia will be critical when designing a blueprint toward improving mammalian Müller glia-driven, neural regeneration.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE218107.

## Ethics statement

The animal study was reviewed and approved by the University of Melbourne Animal Ethics Committee.

## Author contributions

AK, SY, JH, and PJ conceived of and designed the study. AK and SY carried out most of the experiments and data analysis. KV performed the injury cell death characterization. AN performed pseudotime trajectory analysis. AK wrote the first draft and all authors revised the manuscript. AY and HQ conducted and designed experiments, analyzed data and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by funding through a KM Brutton Bequest (University of Melbourne) and Research Grant Support Scheme (University of Melbourne). AK and KV were supported by the Australian Government Research Training Program Scholarship.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation
**Source:** Front Mol Neurosci. 2023 Jul 27;16:1087136. doi: 10.3389/fnmol.2023.1087136
**Supplement:** Supplementary file 1

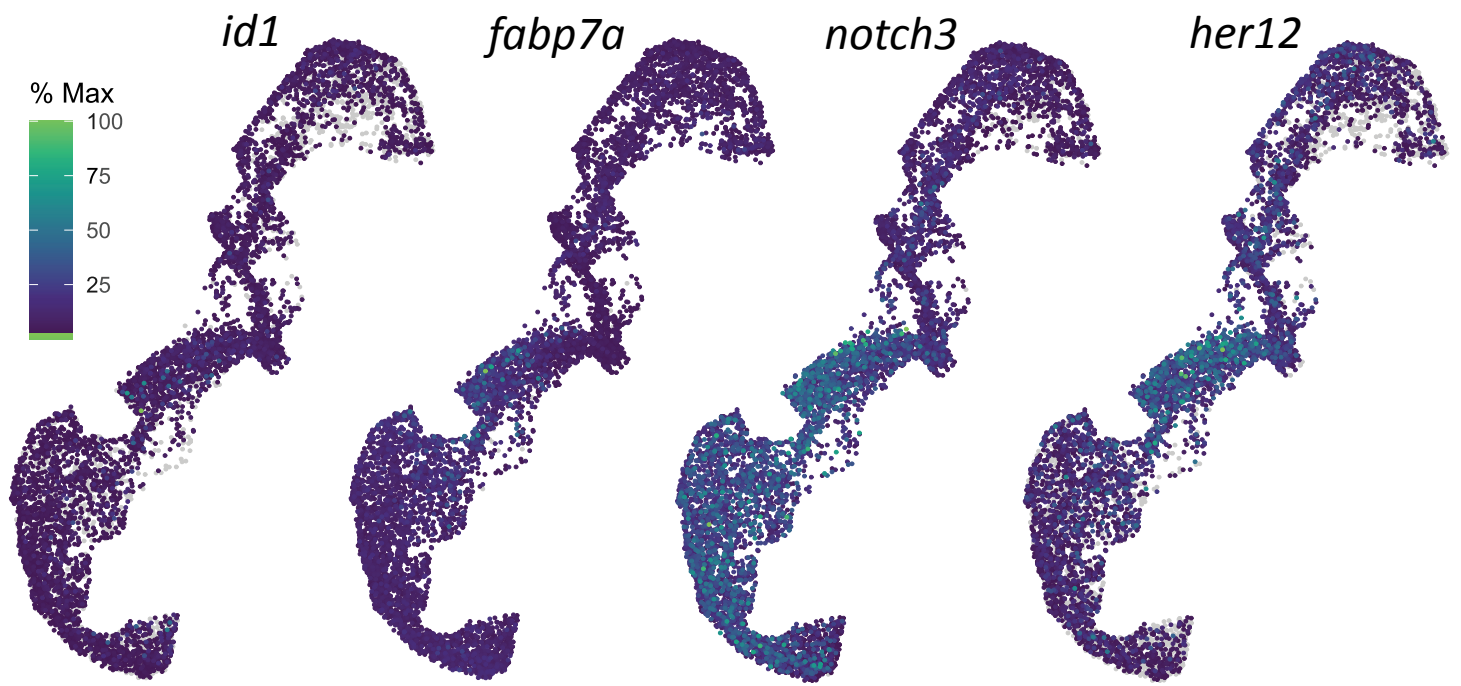

Supplementary Figure 1: *id1*, *fabp7a*, *notch3* and *her12* expression in Müller glia along pseudotime in integrated *Lws2* and *Sws2* photoreceptor ablation scRNA-seq datasets.

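Along the order of cells, id1 was highest in bin 13 after Lws2-ablation (1228 CPM) and in bin 12 in the library labelled Sws2-ablation (1884 CPM). For fabp7a it was bin 8 in both, at 20397 and 14338 CPM. For notch3 (ENSDARG00000052139) it was bin 9 after Lws2-ablation, where the level had risen from 11029 CPM in the first bin to 35801 CPM, and bin 4 in the other library, where it was 39807 CPM in the first bin and 43037 CPM at its highest. Over 7 alternatives the bin lay between 7 and 12 after Lws2-ablation and between 2 and 9 in the other library, so no difference between the libraries is drawn from it.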

# Supplementary material for: Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation
**Source:** Front Mol Neurosci. 2023 Jul 27;16:1087136. doi: 10.3389/fnmol.2023.1087136
**Supplement:** Supplementary file 5

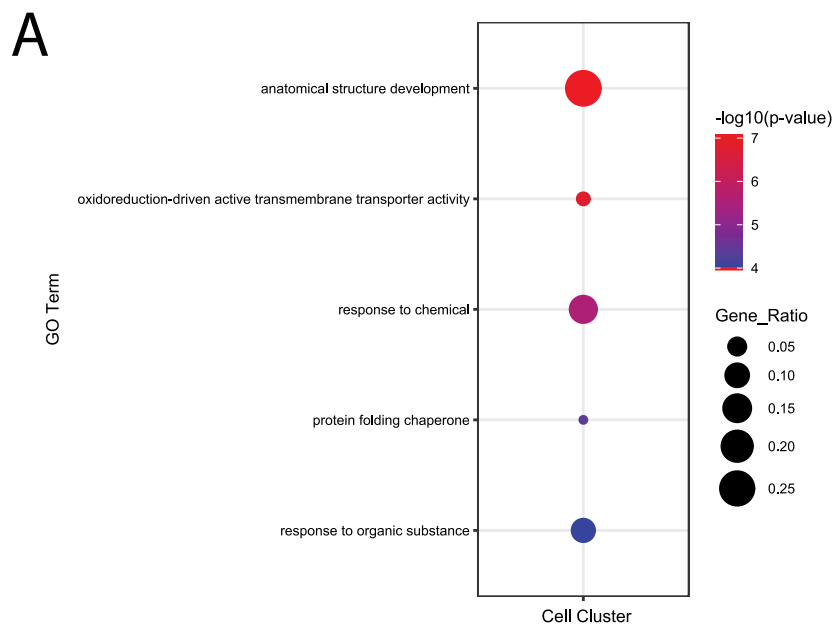

**B**

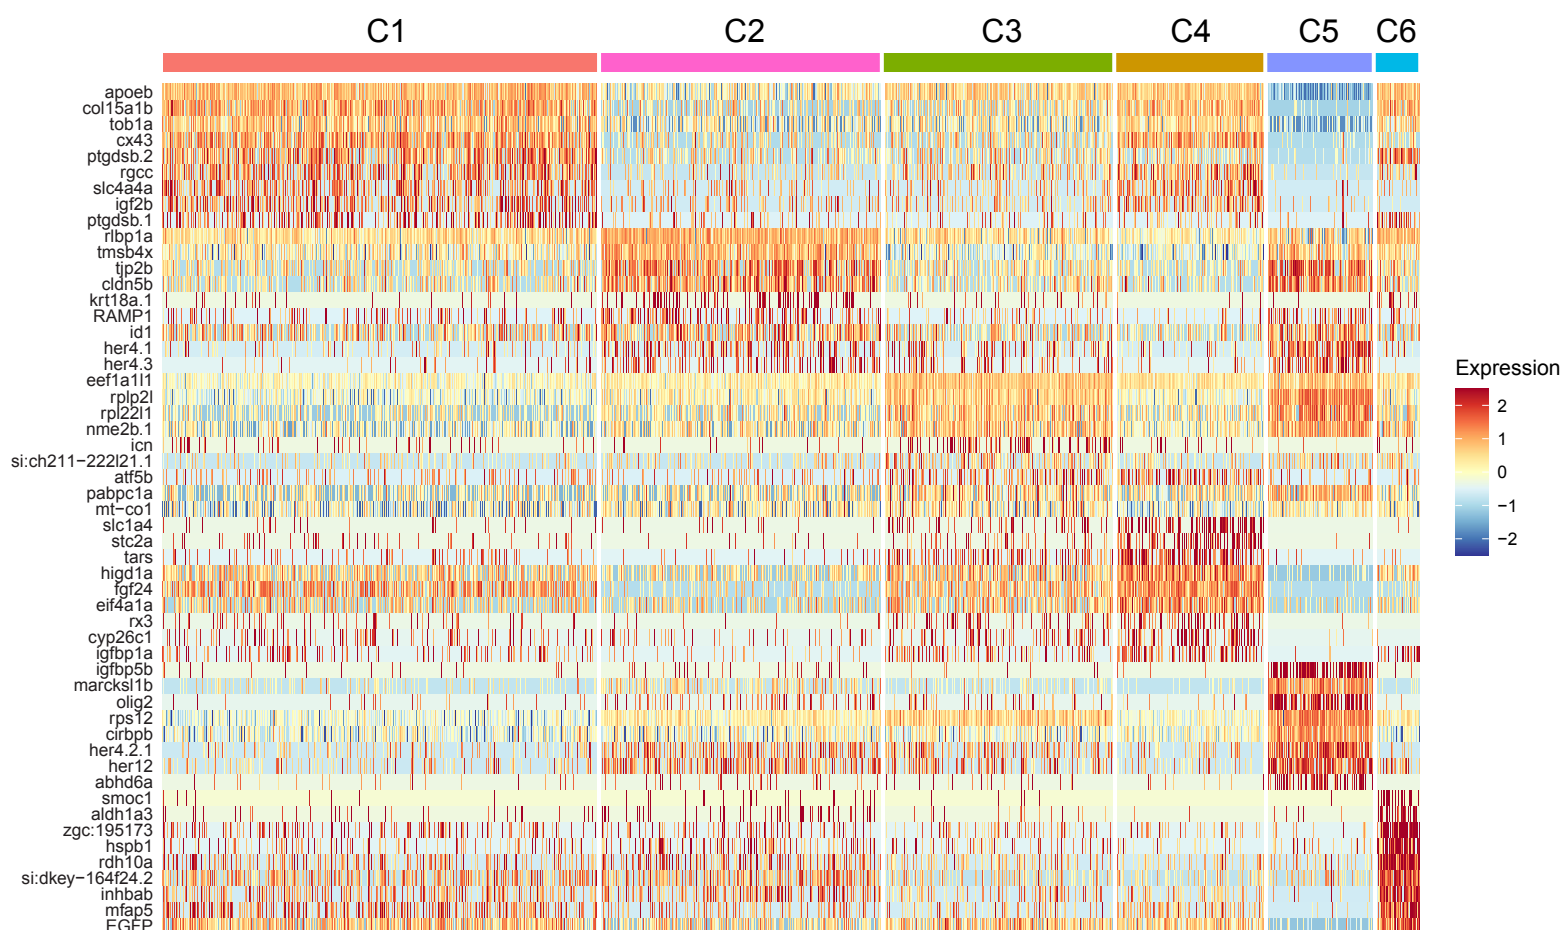

Supplementary Figure 5: (A) Enrichment term analysis of the Müller glia cluster expressing markers associated with stress response. (B) Heatmap visualizing the top 10 expressed genes of each quiescent Müller glia cluster (C1-C6).

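The supplementary heatmap sets the leading genes of C1 to C6 side by side. In the rebuilt quiescent clusters, the sets named for C2 and C3 were led by cluster 2 and that named for C4 by cluster 1. The genes named for C1 were highest equally often in clusters 1 and 4, and those named for C5 and for C6 in clusters 2 and 4. At a resolution of 0.8 the sets of C2 and C5 shared intermediate cluster 5.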

# Supplementary material for: Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation
**Source:** Front Mol Neurosci. 2023 Jul 27;16:1087136. doi: 10.3389/fnmol.2023.1087136
**Supplement:** Supplementary file 6

*gfap:EGFP* *efnb2a* *fgf24* DAPI

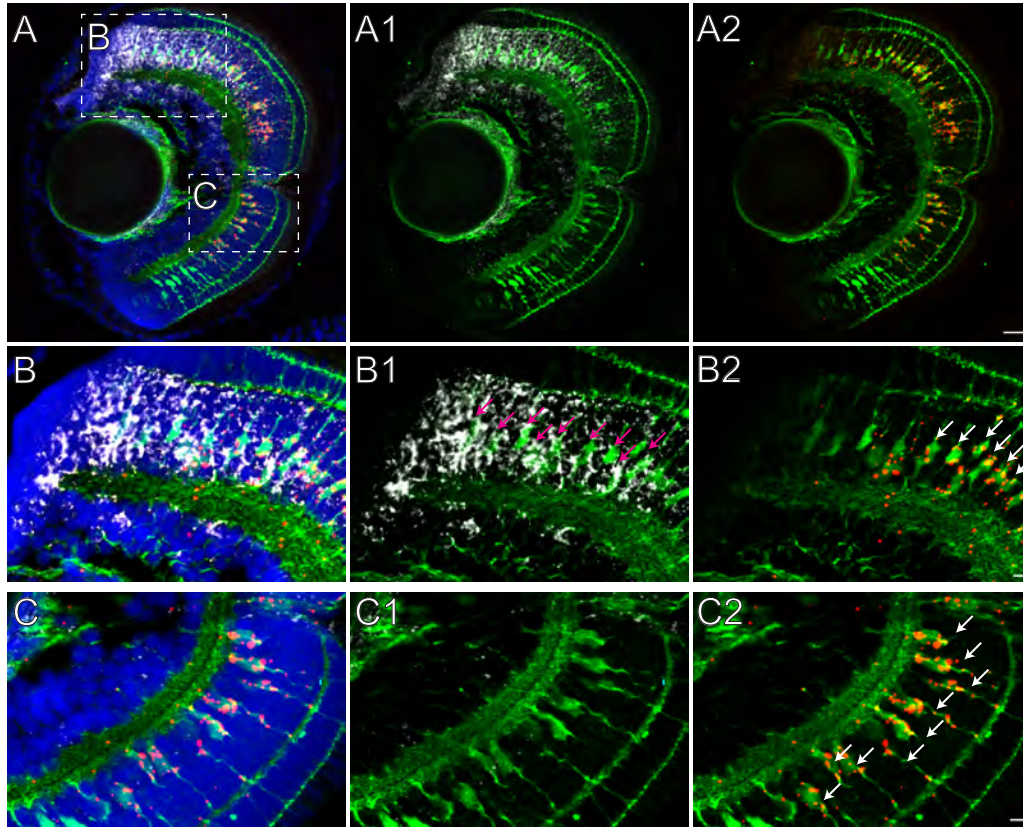

*gfap:EGFP* *rdh10a* *fgf24* DAPI

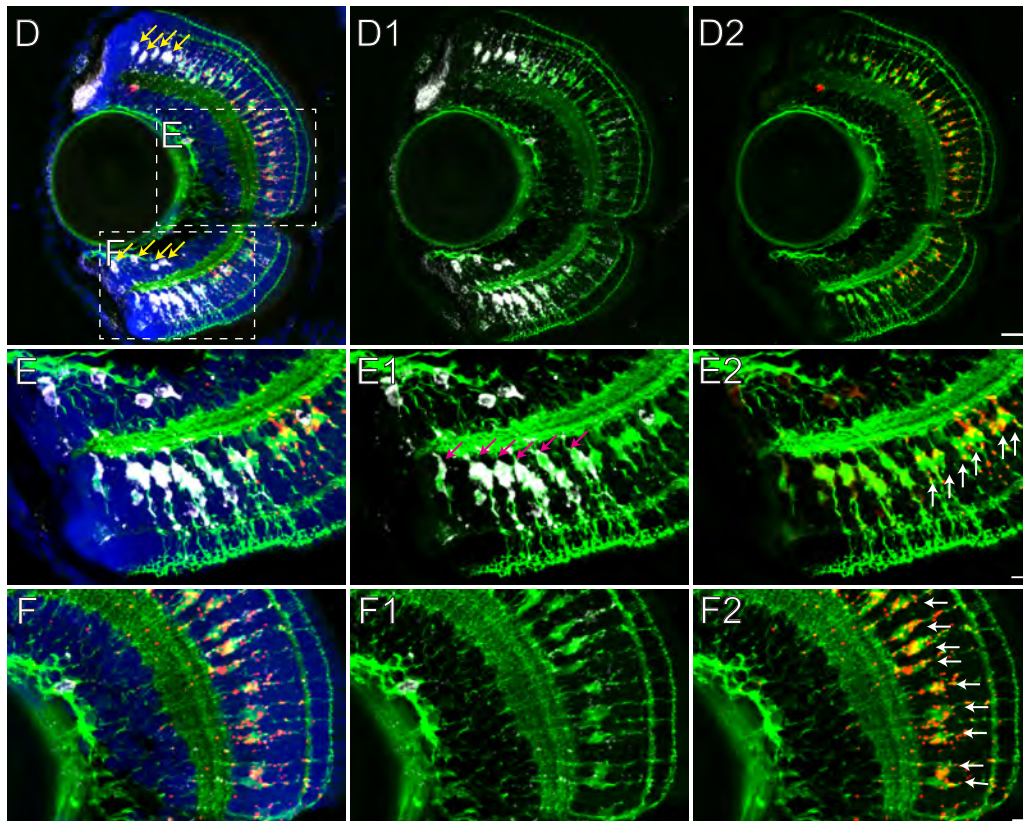

Supplementary Figure 6. (A-F) RNAscope *in situ* hybridization reveals the colocalization of *efnb2a* (magenta arrows in B1) *fgf24* (white arrows in B2, C2, E2 and F2), and *rdh10a* (magenta arrows in E1) with dorsal, central, and ventral *gfap:EGFP*+ Müller glia, respectively. A small subset of Müller glia in the dorsal retina and non-MG in ventral retina (yellow arrows in D) also express *rdh10a* (D-D2). Scale bars A-A2, D-D2 = 20  $\mu$ m; B-C2, E-F2 = 5  $\mu$ m.

# Supplementary material for: Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation
**Source:** Front Mol Neurosci. 2023 Jul 27;16:1087136. doi: 10.3389/fnmol.2023.1087136
**Supplement:** Supplementary file 7

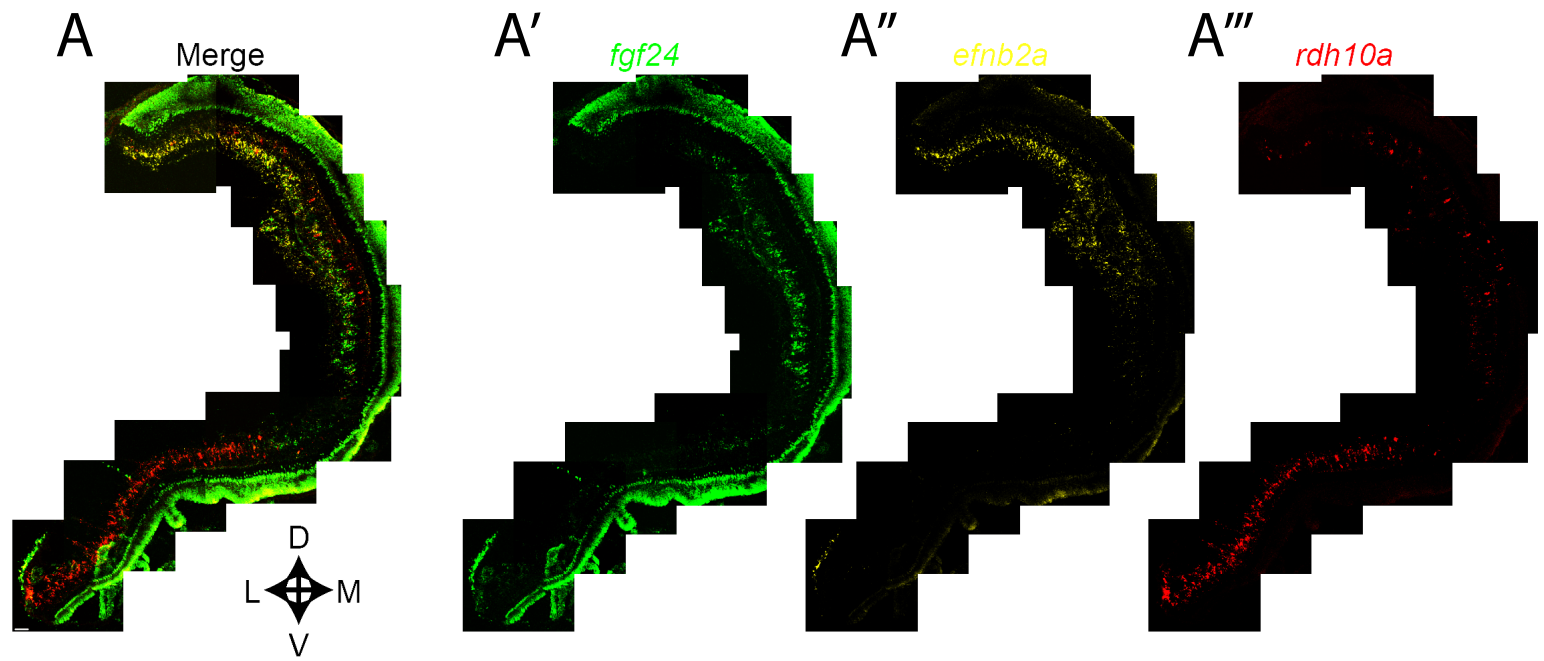

(A) RNAscope in situ hybridization of markers *fgf24* (A'), *efnb2a* (A'') and *rdh10a* (A''') in the 12 month-old zebrafish retina.

# Supplementary material for: Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation
**Source:** Front Mol Neurosci. 2023 Jul 27;16:1087136. doi: 10.3389/fnmol.2023.1087136
**Supplement:** Supplementary file 8

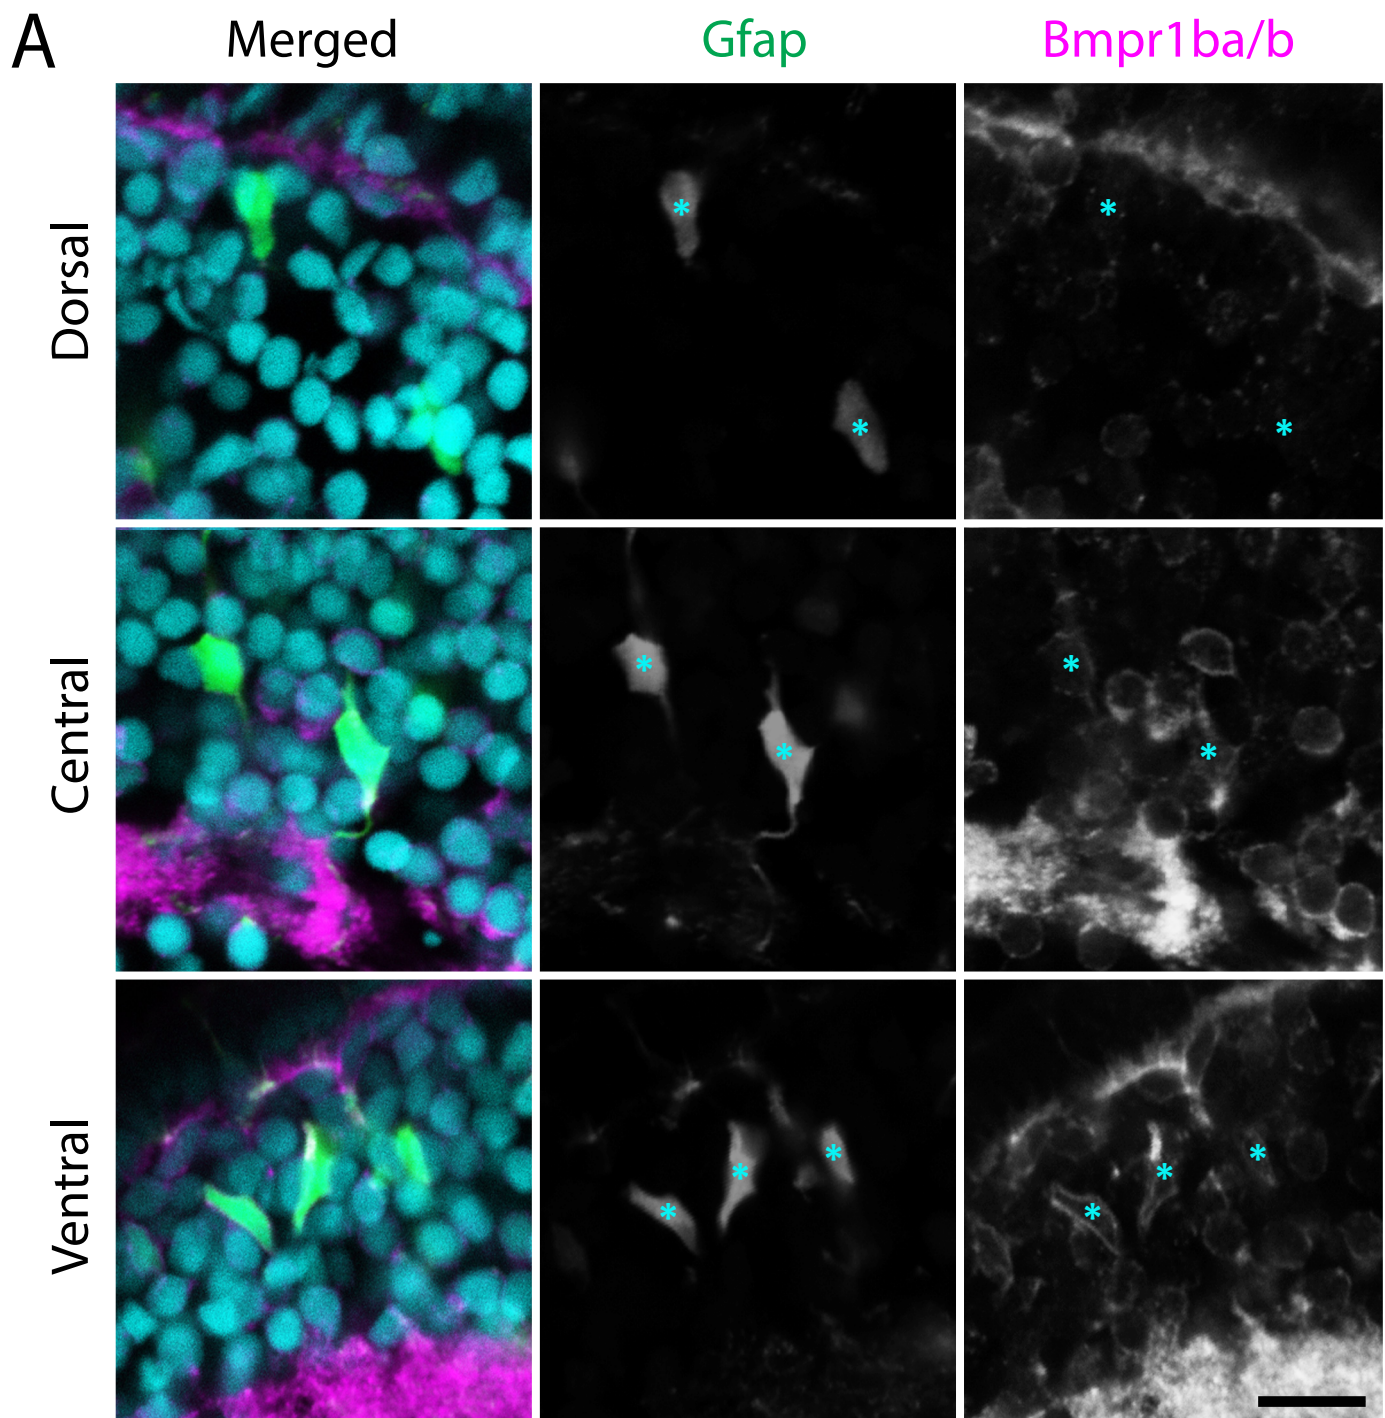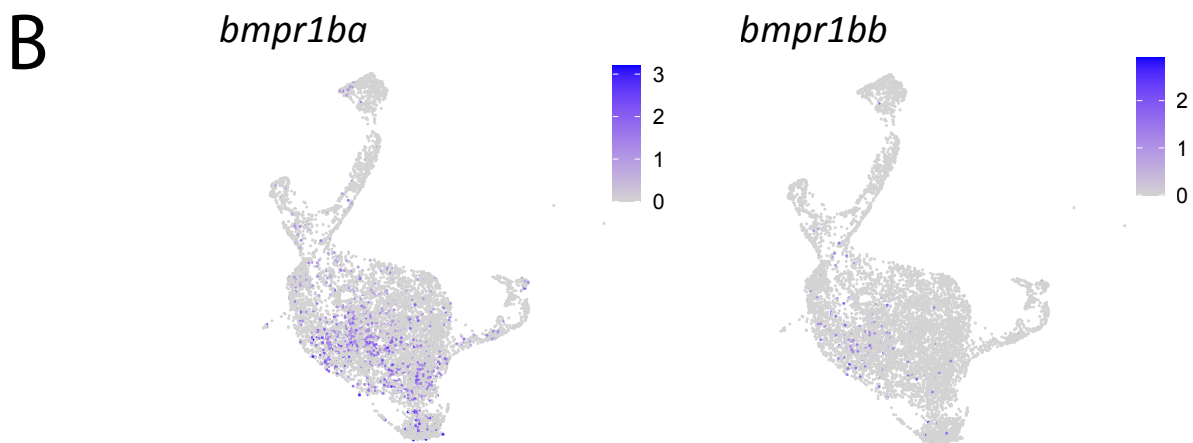

Supplementary Figure 7: (A) Labelling of DAPI-positive nuclei (cyan), Gfap-expressing Müller glia and Bmpr1ba/b. Asteriks indicate cell bodies of Müller glia in dorsal, central and ventral regions of the retina. Scale Bar = 10  $\mu$ m. (B) Expression plots of the Bmpr1ba/b encoding genes.

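In quiescent and intermediate clusters of the integrated control library, bmpr1bb (ENSDARG00000102742) was highest in cluster 7, at 13.3 CPM, and next in cluster 3, at 12.2 CPM. The lowest level of bmpr1ba, 20.0 CPM, lay in cluster 9.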

# Supplementary material for: Heterogeneity in quiescent Müller glia in the uninjured zebrafish retina drive differential responses following photoreceptor ablation
**Source:** Front Mol Neurosci. 2023 Jul 27;16:1087136. doi: 10.3389/fnmol.2023.1087136
**Supplement:** Supplementary file 9

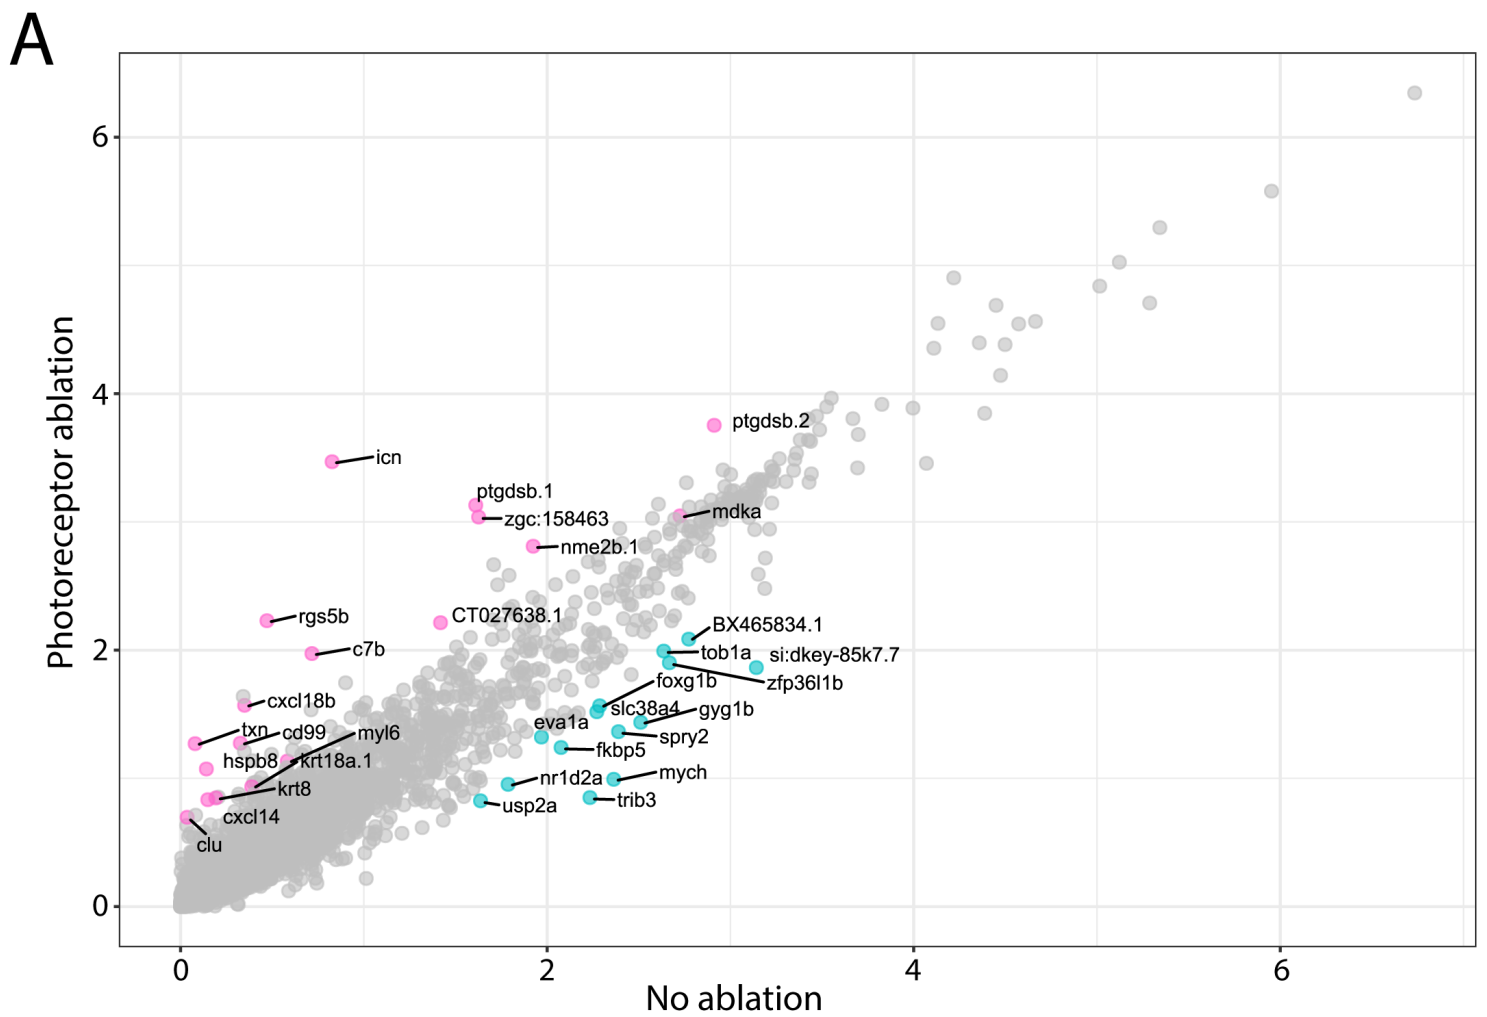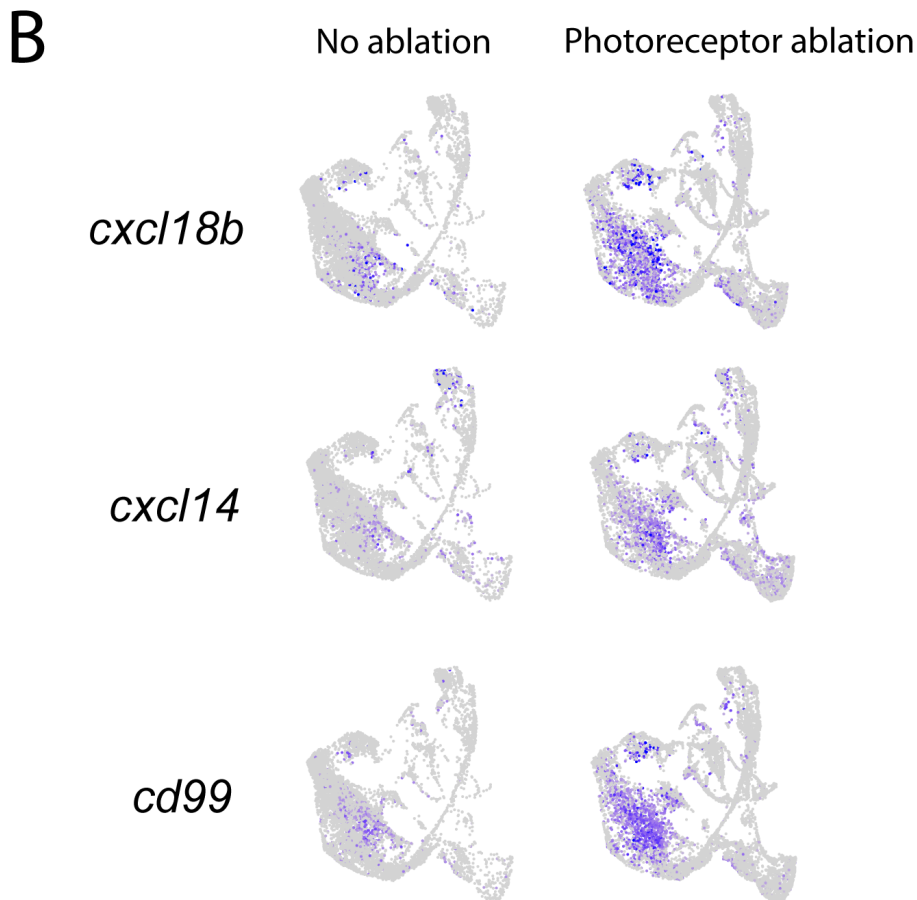

Supplementary Figure 9. (A) Scatterplot indicating genes that are upregulated in resting Müller glia as a result of *Lws2* ablation (photoreceptor ablation; pink) or reduced compared to Müller glia in uninjured (no ablation) retinas (cyan). Gene expression values are presented as  $\log_{10}$  expression values, averaged from all cells within the four quiescent Müller glia clusters highlighted in Figure 3. (B) Feature expression plots of genes *cxcl18b*, *cxcl14*, and *cd99*, in Müller glia from the uninjured (no ablation) and *Lws2* ablation (photoreceptor ablation) datasets, split by condition.

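All 18 genes that the scatterplot marks as higher after Lws2-ablation had a higher CPM in quiescent cells of that library than of the control, with log2 ratios from 0.53 (mdka) to 4.78 (clu). All 14 genes marked as lower had a lower CPM, from -2.57 (trib3) to -0.99 (tob1a). These ratios are of CPM summed over quiescent clusters 1, 2, 3 and 6. Among 2394 genes with at least 50 CPM and 20 UMIs in quiescent cells of either library, the median log2 ratio, with 1 CPM added, was 0.019. The 5 genes with the largest ratios by this rule were stm (5.20), txn (4.60), clu (4.47), icn (4.45) and mmp9 (4.39). The 5 with the lowest were sbk3 (-2.81), trib3 (-2.57), adgre10 (-2.43), mych (-2.42) and rx3 (-2.36). With 1 library per condition these are differences between libraries.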

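Among the same genes, the ratio of cd99 stood at percentile 99.1, that of cxcl18b at 99.5 and that of cxcl14 at 99.3. In intermediate cells the log2 ratios of Lws2-ablation over control were 0.93 for cxcl18b and 1.69 for cxcl14, and in activated cells 0.39 and 0.73.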

How the deposited data were processed for this re-analysis (not part of the article)

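Sorted cells of 3 conditions were measured as droplet-based 3′ RNA libraries, 1 library each for no ablation, Lws2-ablation and Sws2-ablation. The deposited files hold raw UMI counts per gene and cell, which the authors made with Cell Ranger 3.0.2 (the version in the header of each matrix) and restricted to its filtered barcodes. The authors had added an EGFP and an RFP sequence to the reference, and no other filter or normalisation was seen in the values. The genome build is not stated, so genes are given by the identifiers and symbols of the files, and no coordinates are given. The files hold no mlc1a, hmgb2e, elav3 or elav4, and mlc1, hmgb2a, elavl3 and elavl4 were used. Because 1 library almost lacks EGFP although its line is described as gfap:GFP, it is called the library labelled Sws2-ablation.

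Cells with at least 200 genes, at most 3500, 4500 and 4000 genes and at most 20, 35 and 30% mitochondrial counts were kept in the control, Lws2-ablation and Sws2-ablation libraries, as in the paper. After these filters 41397211, 74215043 and 51943376 UMIs remained. Other cell types were not removed. Counts were log-normalised and clustered in Seurat 5.3.0 (R 4.3.3). Single libraries were clustered on 13 (control) or 15 principal components at the lowest resolution, in steps of 0.1, that gave the paper's numbers of clusters, which was 0.2, 0.2 and 0.3. The ablation libraries were integrated with each other, and the control with Lws2-ablation, by canonical correlation anchors with 2000 features and 30 dimensions. These were clustered on 15 and 13 components at a resolution of 0.8. The 99 genes that the paper names for these data were left out of the features, so that they did not shape the clusters they are reported for. Other genes reported here, such as leading genes of clusters, the genes with the largest ratios and most genes of Supplementary Figure 9, were not left out. Where all 3 libraries are compared, classes of the control and Lws2-ablation come from their joint clustering and those of the library labelled Sws2-ablation from the other.

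Clusters were numbered by size and named from lists of markers set before the data were examined. The lists covered quiescent glia, proliferation, neurogenic precursors, photoreceptor lineage, inner retinal neurons, stress and other cell types. A name needed at least 3 markers in at least 25% of a cluster's cells and 2-fold above the mean of the other clusters, with 10 CPM added to both. The class with the most markers was taken. A cluster stayed unnamed where classes tied, or where another class had more markers among its top 10 genes. It also stayed unnamed at a low depth, far under the library's median UMIs, with no own marker among these genes. Clusters with too few markers that lay between quiescent and activated clusters were called intermediate, if their distance from the line joining the centres was under 0.5 of its length. These naming rules, the distance limit and the rule for the cluster standing for a subpopulation were settled after the clusters were seen. Other scores, looked at first, had let oligodendrocyte genes lead glial clusters.

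Cells were ordered by diffusion pseudotime in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0), since monocle3 was not available. It used 15 neighbours, 10 of 15 diffusion components and 20 bins of equal cell number, and a gene needed 20 UMIs. Levels are counts summed over a group of cells, as CPM, with exact Poisson intervals, and ratios between libraries carry exact intervals for the ratio of 2 Poisson counts. Shares of cells carry exact binomial intervals. All intervals are at 95% and hold counting error only. With 1 library per condition no test, p-value or count of changed genes was made. Shares of cells with a UMI of a gene were computed after thinning every cell to 1000 UMIs, without shallower cells. Named below and above are the genes the paper names. Beyond these, the 5 with the largest and the 5 with the lowest ratio between quiescent cells were named for each pair of libraries. They were taken among genes with at least 50 CPM and 20 UMIs, with 1 CPM added.

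The ratios and intervals were tested on simulated data, drawn from the control's mean profile and each library's depth with 200 genes changed by known amounts. Of these, 193 were recovered for Lws2-ablation over control, 198 for Sws2-ablation over control and 197 for Lws2-ablation over Sws2-ablation. The intervals held the true value for 95.6, 95.6 and 95.5% of 14227, 14227 and 14849 genes. Summed counts were drawn with Poisson error, which the intervals assume, so this checks the calculation only. Spread between cells, the naming of classes and differences in preparation were not simulated. For the ordering, 6000 simulated cells gave a Spearman's rho of 0.993 between true and found bins of 60 genes, all within 2 bins.

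The alternatives set before the data were examined were all genes as variable features, resolutions of 0.5 and 1.2, and a common filter of 200 to 4000 genes and at most 20% mitochondrial counts. Further ones were Scrublet calls removed, merging without integration, 10 bins, the mean CPM per cell, CPM without mitochondrial and ribosomal protein genes, thinned cells, the share of quiescent and intermediate cells, and the default resolution for the control alone. Added after the data were seen were the removal of doublets at the expected rate (0.8% per 1000 cells), features without the genes that differed 2-fold between the libraries, a naming that left clusters unnamed where another class had as many markers among the top 10 genes, Spearman's rho without the transient module, and all ways to break ties between clusters leading a set. A clustering of quiescent cells alone was not run. Enrichment of gene ontology terms, the lineage tracing and the imaging were not analysed here.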

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

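The test of cxcl14 against free RNA, the background without cluster 8 and the comparisons with intermediate clusters and with doublets removed were chosen after results were seen, and the other tests of this part before. The paper compares cd99, cxcl18b and cxcl14 between no ablation and Lws2-ablation. In the library labelled Sws2-ablation, for which it does not report them, all 3 lay above the control in quiescent cells. Their levels there were 164, 277 and 83.9 CPM. The log2 ratios over the control were 1.88 (1.77 to 1.99) for cd99, 2.88 (2.77 to 2.99) for cxcl18b and 2.29 (2.12 to 2.46) for cxcl14, while the median over 2288 genes was -0.23. Merged without integration, which moved them most, the ratios fell to 1.18, 1.15 and 1.06. In intermediate and activated cells of this library cd99 instead lay below the control, with log2 ratios of -1.14 (-1.43 to -0.86) and -0.91 (-1.51 to -0.29). For cxcl18b these ratios were 0.48 and 0.22, and for cxcl14 0.66 and 0.34. In photoreceptor lineage-like cells the ratios of the 3 genes were -2.17, -0.74 and 0.44. Of quiescent cells thinned to 1000 UMIs, 13.1, 12.2 and 6.45% had a UMI of these genes, with 168 cells left out (unthinned 37.5, 29.9 and 23.3%). The background in its thinned photoreceptor lineage-like cells was 0.398, 1.20 and 2.52%, at median depths of 4977 UMIs in quiescent and 3330 UMIs in photoreceptor lineage-like cells. Without their cluster 8, whose 10 leading genes held as many markers of other classes as of its own, it was 0.727, 2.18 and 6.55%, with 18 cells left out (unthinned 3.41, 6.14 and 23.9%), so the share of quiescent cells with cxcl14 did not exceed this background. The library holds almost no EGFP, so its direction is that of a library whose label the transgene goes against.

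Free RNA from other cells would raise a gene in all classes of cells. In photoreceptor lineage-like cells the higher of cd99 and cxcl18b stood at 5.19% of its level in quiescent cells, below the limit of 25% set beforehand. Without cluster 8 it stood at 8.14%, so free RNA is argued against for these 2 genes. For cxcl14 the share was 49.4%, above that limit, and 89.2% without cluster 8. Its rise over the control was 11.0 CPM in photoreceptor lineage-like cells (at most 25.3) and 66.7 CPM in quiescent cells (at least 60.2). Without cluster 8 the former was 41.2 CPM (at most 66.4), so free RNA stays open for cxcl14. A different mix of quiescent clusters would leave each cluster within the control's range. The lowest quiescent cluster of the library labelled Sws2-ablation lay above the highest quiescent cluster of the control for each of the 3 genes, by a log2 ratio of at least 0.26 (0.025 to 0.48, cd99). However, intermediate cluster 9 of the control held 153 CPM of cxcl18b and 41.6 CPM of cxcl14, above the lowest clusters (80.5 and 36.9 CPM). With doublets removed, a quiescent cluster of 55 control cells held 217, 422 and 118 CPM of the 3 genes, above the 166, 283 and 85.5 CPM of all quiescent cells of the library labelled Sws2-ablation. Another mix of cells, or another border between classes drawn in different integrations, thus stays open. Depth alone was argued against by a median log2 ratio of 2.33 after thinning. The preparation of the libraries and the condition cannot be told apart with 1 library per condition. An effect of Sws2-ablation on these genes stays open as well and was not tested.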

How the results depend on the processing

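The removal of doublets at the expected rate, the features without genes that differed 2-fold between the libraries, the unnaming of photoreceptor lineage-like clusters 8 and 4 and the breaking of ties were chosen after results were seen, and the other alternatives of this part before. The removal of Scrublet's automatic calls, set beforehand, was not run, since these calls left 2 of the 3 libraries almost unchanged. No paired analysis was possible because each condition has 1 library and no label links them. Without replicates, a value is called moved here when it left its 95% counting interval, and counts when they changed by more than 1.5 times. Values without such an interval were called moved past a change of 0.1 for Spearman's rho and of 10% of the order for median bins. Over the alternatives of each, the log2 ratios of Lws2-ablation over control kept their direction, at 0.36 to 0.47 for rac1a in quiescent cells, 1.13 to 1.31 for plxnb1b and -0.53 to -0.32 for mertka. In activated cells they were 0.22 to 0.34 for rac1a, 0.057 to 0.55 for plxnb1b and -1.81 to -1.11 for mertka. In quiescent cells cd99 stayed within 2.49 to 2.82, cxcl18b within 2.97 to 3.79 and cxcl14 within 2.82 to 2.99. The ratios of the library labelled Sws2-ablation over the control were less stable, at 1.18 to 2.28 for cd99, 1.15 to 3.33 for cxcl18b and 1.06 to 2.53 for cxcl14, all 3 lowest when merged without integration. The difference in activated cells between the ablation libraries, within counting error here, ranged from -0.566 to 0.297 points over the alternatives. The share of thinned cells with markers of proliferation was 10.5% after Lws2-ablation and 7.73% in the other library, with intervals that do not overlap. Unthinned it was 23.6 and 22.3%, with 576 and 579 cells left out of the thinned. The thinned share also depends on the part of a cell's UMIs that the markers take. The difference in differentiating cells ranged from 9.14 to 15.8 points over the alternatives. With each library clustered alone, differentiating cells made up 24.2% after Lws2-ablation and 29.7% in the library labelled Sws2-ablation, the reverse order. Unnamed clusters then held 17.5 and 4.89%, and inner retinal neuron-like cells 19.8 and 2.05%. The direction for differentiating cells thus depended on the clustering.

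With all genes as variable features, the difference in share was 10.1 points for differentiating cells and the median log2 ratio of the 4 differentiation genes was 3.16 in differentiating cells. Decreases were 61.7% for fgf24 and cd99 and 39.2% for rdh10a. Log2 ratios were 2.51 for cd99 in quiescent cells and 3.25 for cxcl18b in quiescent cells. Clusters leading a set numbered 4. With a resolution of 0.5, the decrease was 67.8% for fgf24 and igf2b and 14.2% for rdh10a and the log2 ratio of Lws2-ablation over control was 2.51 for cd99 in quiescent cells and 3.13 for cxcl18b in quiescent cells. With a resolution of 1.2, the difference in share was -3.45 points for quiescent cells and 12.3 points for differentiating cells and the decrease was 50.1% for fgf24 and cd99 and 65.9% for rdh10a. Log2 ratios were 2.82 for cd99 in quiescent cells and 3.79 for cxcl18b in quiescent cells. With the common filter, the decrease was 40.3% for fgf24 and cd99, 29.8% for efnb2a and 66.9% for rdh10a and the cells kept were 8223 (no ablation control), 10219 (Lws2-ablation) and 7803 (Sws2-ablation). Merged without integration, the difference in share was 1.10 points for quiescent cells and the decrease was 92.5% for fgf24 and igf2b, -577% for fgf24 and cd99, -12.7% for efnb2a and 92.0% for rdh10a. Log2 ratios were 2.49 for cd99 in quiescent cells and 2.97 for cxcl18b in quiescent cells. With the mean of CPM per cell, the median log2 ratio of the 4 differentiation genes was 3.14 in differentiating cells and 3.79 in all kept cells and the log2 ratio of Lws2-ablation over control was 3.24 for cxcl18b in quiescent cells. With every cell thinned to 1000 UMIs, the median log2 ratio of the 4 differentiation genes was 3.19 in differentiating cells and 3.86 in all kept cells and the log2 ratio of Lws2-ablation over control was -0.32 for mertka in quiescent cells and 0.057 for plxnb1b in activated cells. As shares of quiescent and intermediate cells, the decrease was 52.5% for fgf24 and igf2b, 17.3% for fgf24 and cd99, -46.0% for efnb2a and 19.9% for rdh10a. With the control alone at a resolution of 0.8, the clusters that led a set of genes numbered 5 and the quiescent or intermediate clusters of the control numbered 7. Ties between clusters leave the number leading a set at 2 or 3 in the clustering used and at 4 or 5 at 0.8. For each of these values the cause was not tested.

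With doublets removed at the expected rate, the difference in share was 9.14 points for differentiating cells and the median log2 ratio of the 4 differentiation genes was 3.35 in differentiating cells. Decreases were -119.8% for fgf24 and cd99 and 32.9% for efnb2a. Log2 ratios were 2.50 for cd99 in quiescent cells and 3.00 for cxcl18b in quiescent cells. Cells kept were 7653 (no ablation control), 9560 (Lws2-ablation) and 7358 (Sws2-ablation). With the genes that differed 2-fold between the libraries left out of the features, the decrease was 21.6% for fgf24 and igf2b and 50.1% for fgf24 and cd99. In several settings other clusters stood for a subpopulation. That for fgf24 and cd99 held 20.2% of control cells here, 0.719% after the removal of doublets, 1.83% without integration and 3.15% without the genes that differed, where that for fgf24 and igf2b held 5.81 instead of 18.4%. With clusters 8 and 4 unnamed, the difference in differentiating cells was 15.8 points. For each value of this paragraph the cause was not tested.

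Among 337 other values with a counting interval, over the alternatives run for each, 149 stayed within it and 188 moved, 104 of them up and 84 down. Of 42 counts of genes highest in 1 rebuilt cluster, 32 stayed within 1.5 times and 10 moved, 8 up and 2 down. All 128 values of median bins stayed within their limit, the largest change being 10% of the order. The limit is wide, and the median of modules 1 and 2 after Lws2-ablation went from 2.5 to 12.5% within it. Of these other values, 0 with an interval that excluded 0 changed sign. Of those whose interval held 0, 3 did, all for the library labelled Sws2-ablation over the control in activated cells. They were plxnb1b, from 0.36 to -0.079 with doublets removed, and rac1a, from -0.032 to 0.0077 with the mean CPM per cell and 0.18 without mitochondrial and ribosomal protein genes. Leaving mitochondrial and ribosomal protein genes out of the CPM shifts all ratios of a pair of groups alike, and the median log2 ratio of the 4 differentiation genes in differentiating cells went from 2.71 to 2.44. Depth limits the genes with few UMIs. The bin of the highest level of fosl1b rests on 57 and 29 UMIs, and the control's share of thinned quiescent cells with cxcl14 lay below the background.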

Differences from the paper's values

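The removal of doublets at the expected rate, the features without genes that differed between the libraries and the rule for the cluster standing for a subpopulation were chosen after results were seen. The efnb2a cluster decreased by 19.3% from the control to Lws2-ablation, against the paper's 47.9%. None of the alternatives set before the data were examined closed the gap. Doublets removed at the expected rate (32.9%), chosen after the values were seen, came within 1.5 times of it. The gap depends on the rule for the cluster, since cluster 11, where efnb2a was highest in the control, rose by 35.2%. The efnb2a cluster made up 6.11% of cells in the control, against the paper's about 14% in Fig. 8C, read by eye. Of the alternatives set before the data were examined, all genes as variable features (12.5%) and a resolution of 0.5 (12.0%) came within 1.5 times of it, and a resolution of 1.2, the common filter, merging without integration and the share of quiescent and intermediate cells did not. So did doublets removed at the expected rate (9.87%), chosen after the values were seen. The rdh10a cluster made up 10.4% of cells in the control, against the paper's about 5% in Fig. 8C, read by eye. Of the alternatives set before the data were examined, all genes as variable features (5.68%) and a resolution of 0.5 (5.91%) came within 1.5 times of it, and a resolution of 1.2, the common filter, merging without integration and the share of quiescent and intermediate cells did not. The fgf24 and cd99 cluster made up 9.22% of cells after Lws2-ablation, against the paper's about 5.5% in Fig. 8C, read by eye. Of the alternatives set before the data were examined, a resolution of 1.2 (5.16%) and the common filter (5.80%) came within 1.5 times of it, and all genes as variable features, a resolution of 0.5, merging without integration and the share of quiescent and intermediate cells did not. The rdh10a cluster made up 4.61% of cells after Lws2-ablation, against the paper's about 2.5% in Fig. 8C, read by eye. Of the alternatives set before the data were examined, all genes as variable features (3.45%), a resolution of 1.2 (2.75%) and merging without integration (2.16%) came within 1.5 times of it, and a resolution of 0.5, the common filter and the share of quiescent and intermediate cells did not.

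The paper places the decrease of the fgf24 and cd99 cluster above that of the rdh10a cluster. Here it lay below, at 54.2 and 55.7%, and their intervals overlap. The paper's order was found with all genes as variable features (61.7 and 39.2%) and with a resolution of 0.5 (52.6 and 14.2%). The paper states that phagocytosis-associated markers rise with injury in quiescent and proliferating glia. Of the 3 shown, rac1a and plxnb1b were higher after Lws2-ablation in quiescent cells, and mertka was lower, with a log2 ratio of -0.44. It was lower in photoreceptor lineage-like cells too (-1.63). In activated cells rac1a was higher, though its thinned share in the control (6.79%) was not clear of the background (4.54%). In the same cells plxnb1b (a log2 ratio of 0.057 after thinning) and mertka were at or near background and are not set against the paper.

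The paper calls metrn and fabp7a unique to 1 uninjured cluster, and here no quiescent cluster held less than 58.9 and 3562 CPM of them. The paper gives hsp90aa1.2, hsp70.3 and hsd11b2 to a cluster apart from quiescent glia. All 3 were highest in quiescent cluster 4, for example hsp70.3 at 12107 CPM. Of bmpr1ba, rgmd, rgmb and inhbab, which the paper gives to the rdh10a population, inhbab was highest in its cluster in the control and the other 3 in cluster 6, for example bmpr1ba at 88.5 against 55.5 CPM. After Lws2-ablation inhbab was highest in cluster 6 too (142 CPM) and rgmd in cluster 2 (163 CPM). The paper calls cav1 and cav2 unique to that population, and intermediate cluster 7 of the control held 21.1 and 53.1 CPM of them. The paper orders rrm1 and rrm2.1 a module before pcna and dut. Here the highest levels of the former lay in bin 19 in both ablation libraries and that of pcna in bin 18, while dut lay in bin 18 or, in the library labelled Sws2-ablation, bin 19, which over the alternatives was 18 or 19. In that library rrm1 lay between bins 18 and 20 over the alternatives and rrm2.1 in bin 19 or 20. There rrm1 could thus share the bin of pcna.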

Other observations

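All 3 tests of EGFP, the test of opn1lw2, the test of RFP as a sorting marker and the weighing of batch for the activated cells were chosen after the results were seen, and the other tests of this part before. Activated cells made up 20.0% of the library labelled Sws2-ablation and 4.69% of the control (at most 5.17%), by classes from different integrations. With doublets removed at the expected rate the former was 18.0%, and without integration it was 21.1%, so neither accounts for the difference. Of its cells thinned to 1000 UMIs, 7.73% held at least 3 UMIs of the markers of proliferation, against at most 3.14% in the control (unthinned 22.3 and 7.33%), which argues against depth. Dividing cells of another origin stay open, since EGFP lay at 3.70 CPM in the activated cells and marked no class in this library. By imaging, the paper reports minimal proliferation of Müller glia after Sws2-ablation, far below that after widespread Lws2-ablation. Here activated cells made up 19.7% after Lws2-ablation, close to the 20.0% of the other library, which goes against that contrast. The paper counted PCNA-positive glia in sections of larvae treated at a younger age, so the measures differ. With 1 library per condition, sorting and preparation cannot be told apart from ablation, and an effect of ablation stays open.

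Inner retinal neuron-like cells came mostly from the Lws2-ablation library. With doublets removed they made up 13.2% of it, against at most 2.61% of the library labelled Sws2-ablation, and without integration 20.7% against at most 4.11%. Doublets and the joint clustering are thus argued against as the whole of the difference. A sort on another marker than GFP was looked at through RFP. After thinning, 41.6% of these cells held RFP in the library labelled Sws2-ablation, 21.3% in the control and 16.5% after Lws2-ablation. Cells left out numbered 19, 66 and 182, and the unthinned shares were 63.0, 35.3 and 36.8%. Photoreceptor lineage-like cells went the other way, with 27.5, 40.3 and 34.1%, so the marker stays undecided. Batch, with 1 library per condition, and the different ablations stay open.

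EGFP had 115 UMIs (94.9 to 138) in the library labelled Sws2-ablation, of which 37 lay in 1 cell. At the control's level 56601 UMIs would be there, so depth is argued against. Quiescent cells made up 32.1% of this library and 54.9% of the control, and 10.1% of it without integration. A fall in glial cells as large as that of EGFP would leave 0.112%, so a lack of glial cells is argued against. A sample of another line and another reference sequence in the counting cannot be told apart, since both would leave EGFP near the 2.21 CPM found over all cells. No biological explanation was tested.

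The gene opn1lw2 lay at 542 CPM after Lws2-ablation, above the 101 CPM of the control and the 76.3 CPM of the library labelled Sws2-ablation. A swap of the labels of the 2 ablation libraries would place opn1lw2 below the control in the latter, as found, and opn1sw2 below the control in the former, where it lay at 11.5 against 9.95 CPM. The labels as given would place opn1lw2 below the control after Lws2-ablation and opn1sw2 below it in the library labelled Sws2-ablation, where it lay at 12.5 CPM. Neither holds in full, and the sorted cells are not the ablated cones, so a swap stays open. Batch, new cones and RNA taken up from dying cones stay open as well and were not tested.

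In quiescent cells of the library labelled Sws2-ablation, the genes with the largest log2 ratios over the control were FO704772.2 (6.66), stm (6.32), lepb (5.46), txn (5.18) and zgc:158463 (4.34), and those with the lowest were adgre10 (-4.13), stc2a (-3.19), nid1a (-3.05), sbk3 (-2.92) and trib3 (-2.79). Over Lws2-ablation the largest were CT027638.1 (2.51), FO704772.2 (2.40), zgc:158463 (2.05), CABZ01102240.1 (1.69) and penkb (1.65), and the lowest plp1b (-3.31), insig1 (-2.69), serpine3 (-2.43), ptgdsb.1 (-2.21) and stxbp6l (-1.97). The median log2 ratio over 2240 genes for the latter pair was -0.23. The gene with the most counts, CR383676.1, took 7.51% of UMIs in the control, 4.30% after Lws2-ablation and 3.30% in the library labelled Sws2-ablation. In quiescent cells notch3 took 3.81, 2.63 and 3.74%. These values are given without an explanation.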
